# DNA methylation in mice is influenced by genetics as well as sex and life experience

**DOI:** 10.1038/s41467-018-08067-z

**Published:** 2019-01-18

**Authors:** Sara A. Grimm, Takashi Shimbo, Motoki Takaku, James W. Thomas, Scott Auerbach, Brian D. Bennett, John R. Bucher, Adam B. Burkholder, Frank Day, Ying Du, Christopher G. Duncan, John E. French, Julie F. Foley, Jianying Li, B. Alex Merrick, Raymond R. Tice, Tianyuan Wang, Xiaojiang Xu, NISC Comparative Sequencing Program, Beatrice B. Barnabas, Gerard G. Bouffard, Shelise Y. Brooks, Holly Coleman, Lyudmila Dekhtyar, Xiaobin Guan, Joel Han, Shi-ling Ho, Richelle Legaspi, Quino L. Maduro, Catherine A. Masiello, Jennifer C. McDowell, Cassandra Montemayor, Morgan Park, Nancy L. Riebow, Karen Schandler, Chanthra Scharer, Brian Schmidt, Christina Sison, Sirintorn Stantripop, Pamela J. Thomas, Meghana Vemulapalli, Alice C. Young, Pierre R. Bushel, David C. Fargo, James C. Mullikin, Paul A. Wade

## Abstract

DNA methylation is an essential epigenetic process in mammals, intimately involved in gene regulation. Here we address the extent to which genetics, sex, and pregnancy influence genomic DNA methylation by intercrossing 2 inbred mouse strains, C57BL/6N and C3H/HeN, and analyzing DNA methylation in parents and offspring using whole-genome bisulfite sequencing. Differential methylation across genotype is detected at thousands of loci and is preserved on parental alleles in offspring. In comparison of autosomal DNA methylation patterns across sex, hundreds of differentially methylated regions are detected. Comparison of animals with different histories of pregnancy within our study reveals a CpG methylation pattern that is restricted to female animals that had borne offspring. Collectively, our results demonstrate the stability of CpG methylation across generations, clarify the interplay of epigenetics with genetics and sex, and suggest that CpG methylation may serve as an epigenetic record of life events in somatic tissues at loci whose expression is linked to the relevant biology.

## Abstract (web summary)

DNA methylation is an epigenetic mark involved in gene regulation. Here the authors investigate the extent to which genetics, sex and pregnancy influence genomic DNA methylation in mice, providing evidence of the stability of CpG methylation across generation and suggest that CpG methylation may serve as an epigenetic record of life events in somatic tissues at loci whose expression is linked to the relevant biology.

## Introduction

Methylation of cytosine in the context of the simple palindromic dinucleotide 5′ CG 3′ represents the most common form of DNA modification in mammals^1,2^. Maintenance of DNA methylation states following DNA replication constitutes an essential mechanism wherein daughter cells inherit cell-type specific epigenetic programs. The global pattern of DNA methylation is reprogrammed during genesis of germ cells and also during very early embryogenesis, establishing a common epigenetic slate for development and differentiation^3^, raising questions regarding the extent to which DNA methylation patterns in offspring resemble those in parents. Nonetheless, evidence exists that DNA methylation patterns may be, to some extent, under genetic control^4–6^, suggesting a mechanistic basis for similarity between parents and offspring.

The relationship between local DNA methylation and transcription factor–DNA interactions appears to be complex. Biochemical and genomic analyses have defined multiple transcription factors whose productive interaction with local DNA sequence is blocked by cytosine methylation that occurs within cognate recognition sequences^7–11^, and other transcription factors whose binding is facilitated by DNA methylation^11–13^. So-called pioneer transcription factors are widely believed to have the inherent capacity to penetrate local chromatin-based barriers to binding, giving them the capacity to direct alterations in cell identity^14^. Further, transcription factor binding has been posited as a mechanism wherein local CpG dinucleotides are protected from action of DNA methyltransferases, leading to local hypomethylation^15–19^. These observations suggest that different transcription factors may influence, or be influenced by, local DNA methylation patterns in different ways. The downstream output of gene transcription is also likely to be influenced in a complex manner dependent on rate-limiting transcription factors.

Here, we address the relationship of DNA methylation patterns in somatic tissue across generation using inbred mouse strains in a genetic model system. Our findings demonstrate thousands of local sites where different strains of inbred mice, grown in identical conditions, differ in DNA methylation pattern. These genotype-dependent differences in local DNA methylation are preserved on parental alleles in hybrid F1 progeny, suggesting linkage to DNA sequence. We suggest that the linkage of DNA methylation state to DNA sequence results, in part, from its relationship to transcription factor biology. In some cases, genetic control of transcription factor binding correlates with differential methylation in our genetic system, as observed for other epigenetic marks^20–22^ and as has been reported for DNA methylation^16–18,23,24^. In other cases, it seems likely that local DNA methylation influences the quality of transcription factor interaction with local DNA sequences, either in a positive or negative manner. Furthermore, in comparison of animals of different sex and life history, we find that major life events such as pregnancy may leave a DNA methylation signature in nonreproductive somatic tissues at loci whose expression is linked to the relevant biology.

## Results

### A genetic system for study of DNA methylation

To address the degree of similarity of DNA methylation patterns in a somatic tissue when comparing parents to offspring, we crossed C57BL/6N and C3H/HeN mice (subsequently referred to as B6 and C3) in both directions to derive offspring (both male and female F1s) from a total of six crosses (three of each type). Animals were reared in a controlled environment and were sacrificed at identical ages to minimize confounding variables. We chose liver as a somatic tissue of interest and prepared genomic DNA for further analysis. We performed whole-genome sequencing (30–35× genome coverage, Supplementary Data 1) and constructed local genome assemblies for B6 and C3, from which we identified approximately 2.8 million autosomal single-nucleotide variations (SNVs) from the reference (mm9) genome.

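The authors deposited the list of these positions with the base of each strain. It holds 2867244 SNVs, of which 2811885 lie on autosomes and 55359 on chromosome X. The C3 base differs from the mm9 base at 2864954 of them and the B6 base at 2295, and the bases of the strains differ from each other at all of them. Nearly every SNV therefore separates C3 from the reference to which all reads were aligned. The base listed for mm9 is the base of the mm9 sequence at every position. The genomic reads behind the list were not analysed here, and the paper's text does not name the program that called the SNVs.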

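Liver DNA of 24 mice was treated with bisulfite, which converts unmethylated cytosines and leaves methylated cytosines unchanged, and was sequenced across the genome. The parents were of the inbred strains C57BL/6N (B6) and C3H/HeN (C3), with 3 sires and 3 dams of each. Their offspring were 3 males and 3 females from crosses of B6 dams with C3 sires (B6C3F1) and 3 males and 3 females from crosses of C3 dams with B6 sires (C3B6F1). Parents were mated at 10 weeks of age and weaning was at week 16. All animals were sacrificed at 20 weeks, so that the dams had borne and nursed pups while the F1 females were virgins. For each animal the authors deposited the number of methylated and of unmethylated reads at each CpG. They had removed reads of low base quality, aligned the rest to mm9 with Bismark, removed duplicates within each library, clipped read ends, trimmed overlapping mates and merged the libraries of an animal. The sum of methylated and unmethylated counts over autosomal CpGs lay between 365740739 and 619888157 per animal. It was 411528279 to 610111148 in B6 males (median 553958148), 486056504 to 606267810 in B6 females (median 594386264), 477532082 to 549961331 in C3 males (median 527667499) and 365740739 to 576124417 in C3 females (median 486216302). In the crosses it was 453208426 to 476717141 in B6C3F1 males (median 472353625), 588589518 to 619888157 in B6C3F1 females (median 612121479), 368500712 to 608172774 in C3B6F1 males (median 505009632) and 442069173 to 546114495 in C3B6F1 females (median 508615828). Percent methylation was computed here as methylated counts over all counts, and the weighted methylation of a region as the same share of the counts summed over its CpGs. Each animal was 1 replicate in every comparison.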

Shotgun whole-genome bisulfite sequencing was performed (see Methods) on all 24 animals, collecting approximately 1.8 × 10^12^ nucleotides after filtering, mapping and deduplication (Supplementary Data 1). This data set represents total read depth of approximately 150× genome coverage each for B6, C3, and the hybrid F1 progeny, B6C3F1 and C3B6F1 (Supplementary Data 1; Supplementary Figure 1). 

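Depth was computed as the number of counts per autosomal CpG of the table. Summed over the 6 animals of a group, it was 173 reads in B6, 158 in C3, 171 in B6C3F1 and 158 in C3B6F1. Single animals lay between 19.4 reads in a C3 female and 32.8 in a B6C3F1 female. The median animal had 29.3 reads in B6 males, 31.5 in B6 females, 27.9 in C3 males and 25.7 in C3 females. In the crosses it had 25.0 reads in B6C3F1 males, 32.4 in B6C3F1 females, 26.7 in C3B6F1 males and 26.9 in C3B6F1 females. At least 10 reads covered 86.1 to 96.8% of the CpGs of an animal.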

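Over all autosomal CpGs, percent methylation ranged from 75.0 to 77.5% among the 24 animals. It was 76.0% ± 0.801 (SD, n = 6) in B6, 76.95% ± 0.353 in C3, 76.5% ± 0.383 in B6C3F1 and 76.8% ± 0.452 in C3B6F1. The ranges of the strains overlapped, from 75.0 to 76.97% in B6 and from 76.3 to 77.3% in C3. Their difference gave p = 0.0346 in a two-sided exact permutation test (smallest possible p for 6 animals against 6, 0.00216) and 0.234 after Benjamini-Hochberg adjustment over the 8 comparisons made. Sires, at 76.9% ± 0.268, and dams, at 76.1% ± 0.871, differed by less than the exact permutation test could separate (p = 0.0584, n = 6). This test pooled the strains, so that their difference adds to the spread within each sex. The 3 B6 sires lay above the 3 B6 dams, at 76.7% ± 0.210 and 75.3% ± 0.348. This gives p = 0.1, the smallest that an exact permutation test of 3 animals against 3 allows. In C3 the means had the same order, at 77.1% ± 0.172 in sires and 76.8% ± 0.456 in dams (exact permutation test, p = 0.5). No comparison passed the adjustment.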

Global methylation levels were similar to previously reported values^1,2^, (Supplementary Figure 1, Supplementary Table 1, Supplementary Table 2). 

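The deposited table lists 19751474 CpGs, of which 18887127 lie on autosomes and 864347 on chromosome X. The authors kept a CpG where the mm9 sequence and the reads of the B6 and of the C3 parents all had the dinucleotide. Every listed position is a CG in the mm9 sequence, and the autosomal ones are 92.7% of the 20364700 CG dinucleotides of the mm9 autosomes. An SNV of the authors' list falls on the C or the G of 2294 listed CpGs.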

In the strains utilized for this study, we identified 18.8 million autosomal CpG dinucleotides that were conserved in both our local genomes as well as the reference genome; we limited all further analysis to these 18.8 million CpGs.

### Methylation variability at the individual CpG level

As one goal of our study was to compare CpG methylation patterns across groups of animals, we began our analysis by assessing the extent of gross methylation variability across the animals in our study. We calculated the mean and standard deviation of the percent of methylated alleles within biological replicate groups (e.g., B6 animals) for 20,000 randomly selected CpGs with different coverage levels (Fig. 1a). 

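The spread between replicate animals was measured within B6, C3, B6C3F1 and C3B6F1, each with 6 animals, at CpGs where the depth of all 6 fell in the same bin. At 1 to 10 reads the mean over CpGs of the SD between animals was 14.2%, and it lay between 13.6 and 14.5% in the 4 groups. Between 268068 and 598420 CpGs of a group fell in this bin. With 20000 CpGs drawn at random per group, the mean SD was 14.2%.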

CpG sites with less than 10× coverage had a mean standard deviation of slightly greater than 10%. This value declined with increasing read depth, approaching a limit of approximately 5% (Fig. 1a). 

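At 11 to 20 reads the mean SD was 7.23% (7.06 to 7.56% in the 4 groups), at 21 to 30 reads 6.10% (6.03 to 6.20%) and at 31 to 40 reads 5.43% (5.35 to 5.55%). The number of CpGs per group was 124719 to 197590, 127272 to 147550 and 22458 to 46980 in these bins. The means over 20000 random CpGs per group were 7.24, 6.10 and 5.44%. The differences between the bins were larger than those between the groups within each bin.

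**Figure D1:**
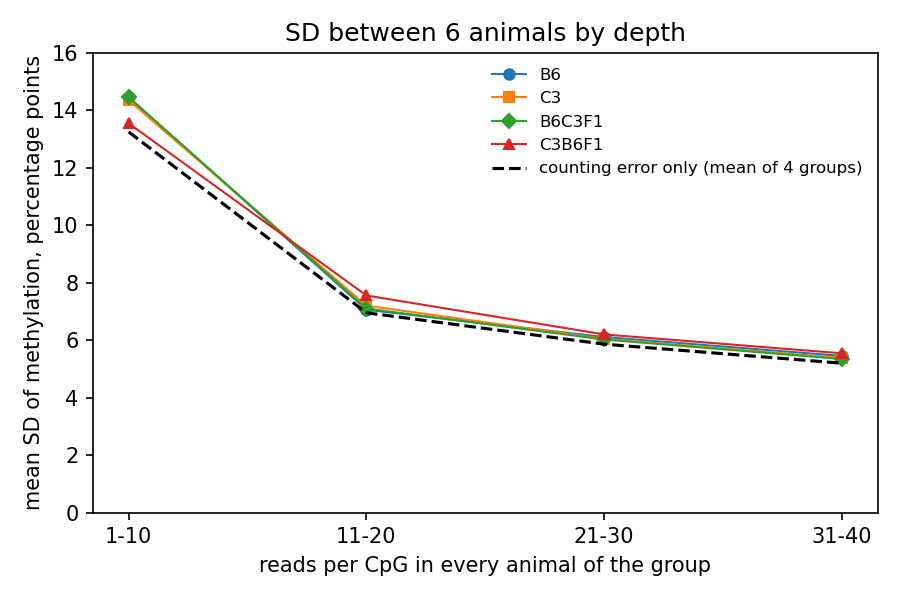
Mean SD of percent methylation between the 6 animals of each strain or cross (vertical axis, percent), by depth bin (horizontal axis, reads per CpG). Points are the 4 groups, and the dashed line is the SD simulated from counting error alone. The SD falls from 14.2% at 1 to 10 reads to 5.43% at 31 to 40 reads, and the dashed line lies at 5.20% in the deepest bin.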

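Reads were also simulated at each CpG from its mean methylation and the depth of each animal, which leaves counting error as the only spread. The simulated mean SD was 13.3, 6.96, 5.86 and 5.20% from the shallowest to the deepest bin, or 93.3, 96.2, 96.2 and 95.8% of the observed SD. At CpGs with 20 to 80% methylation, the observed and simulated SDs were 24.8 and 23.9% at 1 to 10 reads, 11.7 and 11.3% at 11 to 20 reads, 9.16 and 8.70% at 21 to 30 reads and 7.83 and 7.37% at 31 to 40 reads. Over all CpGs, the root mean square SD beyond counting error was 4.15% in the shallowest bin and 1.89, 1.88 and 1.83% in the others.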

Coverage depth beyond 11–20× coverage provided minimal improvement in standard deviation, suggesting that this level of variability is an inherent property of the biological system or is technical in nature.

**Fig. 1:**
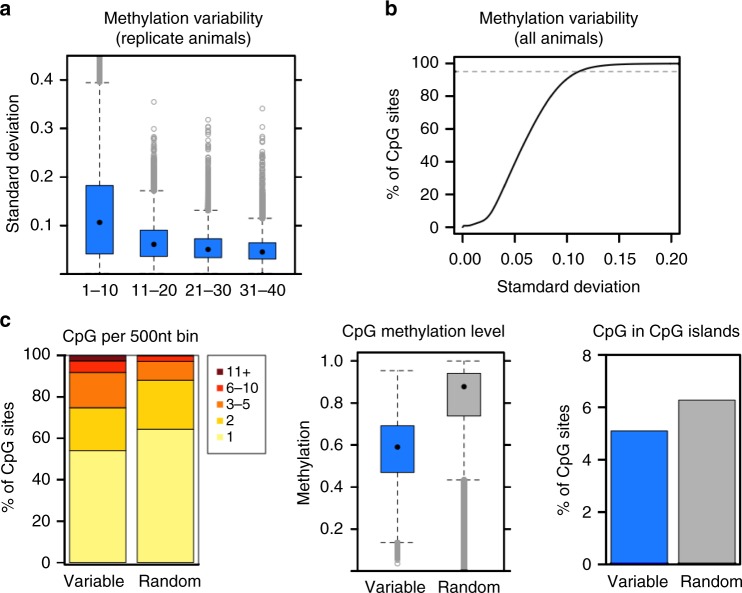
Variability in methylation observed across animals. **a**. Standard deviation of methylation level among biological replicates. CpG sites are binned according to site depth, where all replicates (three males and three females) must have depth within the specified range (e.g., 1–10 and 11-20). Totally, 20,000 CpG sites per replicate group (genotype) per depth bin were randomly selected for the boxplot. **b** Standard deviation of methylation level among all animals shown as a cumulative distribution function. Per-site calculations include only animals with depth at least 10; CpG sites are excluded if most animals lack sufficient depth (at least 18 of the 24 study animals must have depth > 10 at the CpG site). The top fifth percentile (most variable sites) is indicated by a dashed gray line. **c** Distribution of selected sites in 500 nt tiled windows (left), methylation level of selected sites (middle), and overlap of selected sites with CpG islands (right). Variable refer to sites among top 5% of standard deviation among all animals as in panel B (*N* = 871,166); random refer to another 5% of sites (*N* = 871,166) meeting the same depth criteria. Color scale in left panel indicates the number of CpG sites per 500nt tiled window. In the box-and-whisker plots, the box depicts the 25th to 75th percentiles, the black dot is the median, the whiskers extend to data points up to 1.5*IQR beyond the box, and open gray circles are data points outside the whisker range

Even accounting for CpG sites lacking sufficient sequencing depth, there exist outliers with high standard deviation, suggesting a subset of CpGs may be inherently variable in methylation level across the population of alleles sampled. We sought to define the number of such outliers by plotting standard deviation (SD) across all animals (Fig. 1b). 

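The SD over all animals was computed at the 17420176 autosomal CpGs where at least 18 of the 24 animals had at least 10 reads, from those animals. It was below 10% at 89.4% of these CpGs, with a median of 5.93% and a 95th percentile of 11.4%. Requiring 20 reads moved the share most, to 93.6% of 13095789 CpGs. Requiring 10 reads in all 24 animals gave 91.1% of 14726597 CpGs, and the SD pooled within strain or cross and sex gave 91.3%. In reads simulated with counting error alone, the share was 92.8%.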

While approximately 95% of all CpG sites had SD less than 10%, a subset of CpGs were more highly variable (Fig. 1b). These CpGs are located in regions with higher CpG density than randomly selected controls, have intermediate levels of CpG methylation, and tend to be excluded from CpG islands (Fig. 1c), similar to previous reports^25^. 

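The 5% of CpGs with the highest SD were 871009 sites, and as many were drawn at random from the CpGs with enough reads. Median methylation was 59.0% (quartiles 46.9 and 69.2%) at the variable CpGs and 86.9% at the random ones, and 94.4% and 27.5% of them had 20 to 80% methylation. A tiled window of 500 nt around a variable CpG held 7.15 CpGs of the table on average, and around a random CpG 8.14. Among CpGs with 20 to 80% methylation the order was the other way, with 7.08 CpGs at variable and 5.78 at other sites. Windows with at least 5 selected CpGs were 2.18% of the windows with a variable CpG and 0.110% of those with a random one. Sequence with the GC content and CpG frequency of a CpG island within 100 bp on either side held 4.60% of variable and 6.66% of random CpGs. Within 20 to 80% methylation it held 4.35% of variable and 1.41% of other CpGs. Of the variable CpGs, 38.8% were also among the 5% with the highest SD in reads simulated with counting error alone.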

While this set of CpGs may have some unique biology, we could not identify a logical rationale for their exclusion from subsequent analyses.

### Differentially methylated regions by genotype

To assess the impact of genetics on DNA methylation patterning, we sought to identify regions where methylation differed between parents, to ask whether the pattern in F1 offspring resembled one parent or differed from both. Currently, there is not a consensus statistical method for identification of differentially methylated genomic regions in whole-genome bisulfite sequencing data. Therefore, we employed two different approaches which use fundamentally different strategies. DSS uses a beta-binomial hierarchical model with a parametric statistical test^26^. Metilene^27^ employs a scoring method to identify maximal between-group methylation differences in genomic regions of minimum length in combination with a nonparametric test. After employment of each tool, we refined the results with the following filters: (1) minimum methylation difference > 20%, (2) minimum of five CpG sites per DMR, (3) disregard any DMRs where one group has read depth > 500×, and (4) disregard any DMRs where the ratio of average depth between comparison groups is >5. We provide results derived from both methods throughout this report.

We initially compared CpG methylation in all six B6 parental animals, regardless of sex, to all six C3 parental animals. Each computational method successfully identified differentially methylated CpGs (DMCs). DSS identified 72,275 DMCs representing approximately 0.4% of CpG sites analyzed while Metilene called 185,194 DMCs (approximately, 1% of CpG sites analyzed). 

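The 6 B6 parents were compared here with the 6 C3 parents by a beta-binomial Wald test per CpG, written after the model of DSS. DSS and Metilene themselves were not run. The mean methylation of a group was taken from its summed reads, its dispersion was shrunk towards a log-normal prior, and CpGs were not smoothed. A CpG was tested where at least 5 reads were present in at least 50% of the animals of each group, and was a DMC at p below 1e-05. A DMR was a run of DMCs of the same direction at least 50 bp long with at least 5 CpGs, of which at least 75% were DMCs, and with a difference of weighted methylation of at least 20 percentage points. Runs were broken at gaps over 1000 bp, and the filters on depth stated in the text were applied. Of 18310613 CpGs tested, 68346 were DMCs (0.373%), 35205 with higher methylation in B6 and 33141 in C3. In data simulated from these 12 animals on chromosome 19, 200 regions of 8 CpGs were changed. The test recovered 33% of the regions changed by 30 points and 100% of those changed by 50 points, with no DMR elsewhere. Each CpG was simulated independently, so false DMRs from neighbouring CpGs that vary together were not tested.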

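The DMCs of the B6 and C3 parents formed 1851 autosomal DMRs that covered 600751 bp. The count was largest when methylated and unmethylated counts of each animal were averaged over CpGs within 250 bp on either side before the test, with 3134 DMRs. A test of another kind was run on fixed windows of 500 nt with at least 5 CpGs and at least 30 reads in every animal, by limma on log2 ratios of methylated to unmethylated reads with a pseudocount of 1 and a common variance over the 8 groups of strain or cross and sex. Of 1456902 windows, 7200 differed between B6 and C3 at a limma p below 0.05 after Benjamini-Hochberg adjustment and by at least 20 percentage points.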

DSS identified a total of 6380 autosomal DMRs covering approximately 3.5 million bp (approximately, 0.1 % of the genome); Metilene identified 2569 DMRs covering 1 million bp (approximately, 0.04 % of the genome) (Table 1). Both computational methods called DMRs of each polarity (B6 methylation level higher than C3 and vice versa) at equivalent rates (Supplementary Data 2). 

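Here 835 DMRs were B6 > C3 and 1016 were C3 > B6. Of the windows, 3571 had higher methylation in B6 and 3629 in C3. The B6 > C3 DMRs covered 272724 bp and the C3 > B6 DMRs 328027 bp.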

While the two different computational methods each identified unique DMRs (Supplementary Figure 2A), the degree of overlap between methods was striking, with most DMRs called by Metilene also called by DSS (Supplementary Figure 2B).

**Table 1:** Characteristics of differential methylation

Comparison	Tool	DMCs	DMRs	DMRs by type	DMCs in DMRs	% DMCs in DMRs	% DMR CpGs that are DMCs	DMR % of autosomes
B6 vs. C3	DSS	72,275	6380	B6 > C3 3166 C3 > B6 3214	47,029	65.1	65.5	0.143
	Metilene	185,194	2569	B6 > C3 1262 C3 > B6 1307	23,839	12.9	78.8	0.042
Male vs. female (B6 + C3 animals)	DSS	12,224	1575	M > F 534 F > M 1041	8532	69.8	58.4	0.036
	Metilene	51,675	439	M > F 172 F > M 267	3426	6.6	81.1	0.008
Male vs. female (B6 animals)	DSS	7400	1083	M > F 415 F > M 668	5108	69.0	51.8	0.020
	Metilene	37,327	70	M > F 25 F > M 45	653	1.8	54.6	0.002
Male vs. female (C3 animals)	DSS	11,142	1539	M > F 548 F > M 991	7495	67.3	53.1	0.029
	Metilene	62,785	93	M > F 29 F > M 64	1018	1.6	64.4	0.003
Male vs. female (F1 animals)	DSS	6007	720	M > F 65 F > M 655	4053	67.5	59.1	0.017
	Metilene	32,574	207	M > F 26 F > M 181	1655	5.1	83.2	0.004
Parental female vs. virgin female	DSS	2257	305	p > v 10 v > p 295	1467	65.0	51.7	0.006
	Metilene	17,798	68	p > v 2 v > p 66	437	2.5	61.8	0.001

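The Meox1 DMR lies on chromosome 11 of mm9 from 101739961 to 101740737, in an exon of Meox1, and holds 18 CpGs. Its nearest protein-coding transcription start site is that of Meox1, 14951 bp away. Weighted methylation was 23.6% ± 2.90 (SD, n = 6) in B6 and 78.3% ± 4.05 (n = 6) in C3, at a depth of 25.6 and 12.3 reads per CpG and animal, and 39.0% ± 5.08 (n = 12) in the F1 animals. All 6 C3 parents lay above all 6 B6 parents (two-sided exact permutation test, p = 0.00216, the smallest that 6 animals against 6 allow). A second interval, in an intron of the same gene from 101742469 to 101743445 with 33 CpGs, had 45.9% ± 3.89 in B6 and 19.7% ± 2.22 in C3, at 21.6 and 19.0 reads (exact permutation test, p = 0.00216, n = 6). It was not called as a DMR by the Wald test, and was when a DMR needed 50% of its CpGs to be DMCs.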

Exemplar DMRs are illustrated in genome browser format for each computational method (Fig. 2a; Supplementary Figure 3A). 

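The 1851 DMRs had a median length of 238 bp and a median of 7 CpGs. The longest spanned 2284 bp and the one with most CpGs held 87. In all, 1796 DMRs (97.0%) were shorter than 1000 bp.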

The DMRs identified by both methods are relatively short genomic intervals; the vast majority are less than 1 kb in size (Fig. 2b; Supplementary Figure 3B). When we assessed the relationship of DMRs to genes, we found that DMRs are far from promoters; roughly 70% of all DMRs are more than 10 kb away from the nearest RefSeq transcription start site (Fig. 2c; Supplementary Figure 3C). 

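Distances were measured here to 51733 start sites of protein-coding transcripts. Of the genotype DMRs, 1230 (66.5%) were more than 10 kb from the nearest, 71.0% of the B6 > C3 and 62.7% of the C3 > B6 DMRs, and the median distance was 19411 bp. In 100 draws of random regions of the same lengths the share was 81.3% on average, between 79.1 and 83.5%. It was above that of the DMRs in every draw. The random regions were matched in length alone and need not hold CpGs, as a DMR must. Whether DMRs lie nearer to start sites than regions with as many CpGs cannot be told from these draws. Within 1 kb of a start site lay 153 DMRs (8.27%). Exons were overlapped by 18.6% of DMRs, 41.1% lay in introns and 40.2% between genes.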

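The median difference of weighted methylation between the strains was 43.5 percentage points (quartiles 36.4 and 52.0), and 1753 of the 1851 DMRs differed by 30 points or more. The DMRs with the largest differences were taken among those with a mean depth of at least 10 reads. Every animal of a strain also had to lie above every animal of the other. This rule by itself gives p = 0.00216 in a two-sided exact permutation test (n = 6), so that p adds no evidence. The largest B6 > C3 difference was on chromosome 14 of mm9 from 73807726 to 73807844, in an intergenic DMR of 7 CpGs. Methylation was 89.8% ± 5.29 (SD) in B6, and 0 of 310 counts were methylated in C3. Counts are summed over CpGs and animals, so that 1 read can be counted at several CpGs. Taken as independent, they allow up to 0.968%, and the limit is higher where they are not. Such floors cover counting error only, since reads carry no molecular identifiers. Of its CpGs, 85.7% lie in TG or CA repeats. The next was on chromosome 1 from 117962327 to 117962376 in an intron of Cntnap5a. It had 83.8% ± 9.19 in B6, and 2 of 414 counts were methylated in C3. All of its 8 CpGs lie in such a repeat. The 310 and 414 counts of C3 are fewer than 10 per CpG and animal. At these DMRs the depth rule thus did not hold in C3 taken alone. The third, on chromosome 7 from 70947600 to 70948275 between genes, had 25 CpGs with 90.9% ± 1.89 in B6 and 9.83% ± 1.24 in C3. In the other direction, a DMR of 10 CpGs in an intron of Nod1 on chromosome 6 from 54904687 to 54905349 had 7.14% ± 1.76 in B6 and 94.3% ± 1.99 in C3. An intergenic DMR 436 bp from the start site of Tuba3a, on chromosome 6 from 125236496 to 125236675, had 19.1% ± 3.91 and 95.9% ± 2.57. A DMR in an exon of Gm5601, on chromosome 7 from 126883740 to 126883862, had 9.88% ± 1.89 and 86.0% ± 7.61.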

Consistent with the minimum methylation difference specified as a parameter in DMR calling, most DMRs have a substantial difference in methylation between the two strains (Fig. 2d; Supplementary Figure 3D). 

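The genotype DMRs held 3.60 CpGs of the table per 100 bp on average. In 1000 draws of random autosomal regions of the same lengths the mean was 0.790, between 0.713 and 0.878, so that the DMRs were above all draws (one-sided permutation p = 0.000999, the smallest possible). A DMR has at least 5 CpGs by definition. Against random regions of the same lengths that also hold at least 5 CpGs, the density was not higher, at 3.67 in the mean of 200 draws (3.55 to 3.79) and a ratio of 0.980. The median density was higher than in those regions, at 3.13 against 2.72. Around autosomal CpGs of the table in sequence with the GC content and CpG frequency of an island, density was 8.94 CpGs per 100 bp, and around the other CpGs 1.67.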

CpG content in DMRs was consistently higher than in random genomic intervals (Fig. 2e; Supplementary Figure 3E) although it did not reach the CpG density characteristic of CpG islands^28,29^. We compared the DMRs with existing data on histone modifications and nuclease accessibility, finding that about 20% of DMRs overlap with DNase hypersensitive sites as measured in C57BL/6J liver^30^ (Fig. 2f; Supplementary Figure 3F), suggesting overlap with regulatory DNA. Further, nearly one-half of all DMRs also overlap (Fig. 2f; Supplementary Figure 3F) with a known enhancer histone mark, monomethylation of lysine 4 of histone H3 (H3K4me1). These data suggest that genotype–DMRs overlap with regulatory DNA, most likely at enhancers, a pattern observed in other types of comparisons^31,32^.

**Fig. 2:**
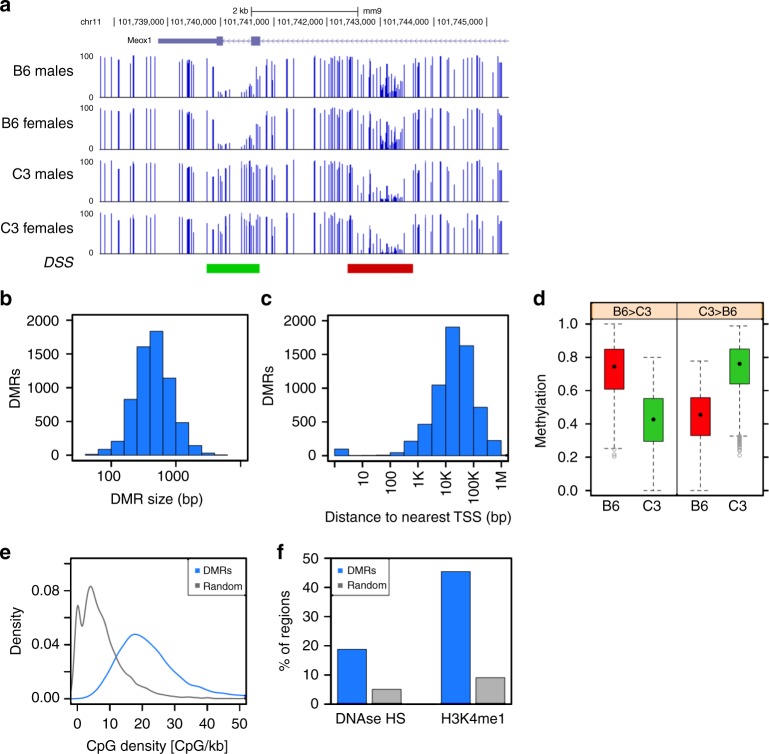
DMRs between B6 (*n* = 6) and C3 (*n* = 6) parental animals, identified by DSS. **a** Genome browser view of example B6 > C3 DMR (red) and C3 > B6 DMR (green). **b** Distribution of DMR size, *N* = 6380. **c** Distribution of distance between DMR and nearest TSS (based on RefSeq gene models as of Feb 8, 2016), *N* = 6380. **d** Distribution of methylation level in DSS DMRs, by strain and DMR polarity. *N* = 3166 B6 > C3 DMRs and 3214 C3 > B6 DMRs. The box depicts the 25th to 75th percentiles (color by genotype where B6 is red and C3 is green), the black dot is the median, the whiskers extend to data points up to 1.5*IQR beyond the box, and open gray circles are data points outside the whisker range. **e** Distribution of CpG density at DSS DMRs (*N* = 6380), compared to size-matched random genomic regions (*N* = 6380). **f** Overlap of DSS DMRs (*N* = 6380) with DNase hypersensitive sites (UCSC Genome Browser) and H3K4me1 enriched regions (ENCODE peaks ENCFF001XXZ), compared to the average overlap observed for 1000 iterations of size-matched random genomic regions

### Parental DNA methylation is recapitulated in progeny

DNA methylation scores^33^ at the DMRs identified by comparison of B6 vs. C3 parental animals were calculated and visualized by hierarchical clustering of all study animals including progeny (Fig. 3a; Supplementary Figure 4A). The study animals cluster by genotype, with hybrid F1 animals occupying a position intermediate between the parental strains. 

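Clustering of the 24 animals on their weighted methylation at the 1851 genotype DMRs, with Euclidean distance and average linkage, gave the same groups. Divided into 3 clusters, the animals fell into the 6 C3 parents, the 6 B6 parents and the 12 F1 animals of both crosses. Divided into 2, the 6 C3 parents stood apart from the other 18 animals. Divided into 4, C3B6F1 male 1 was split off from the other F1 animals.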

The DNA methylation levels were visualized across all animals by calculating the average weighted methylation score for each DMR, binning the data into quartiles, and visualizing as box and whisker plots (Fig. 3b; Supplementary Figure 4B). 

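At the 835 B6 > C3 DMRs, mean weighted methylation was 74.8% ± 0.296 (SD, n = 6) in B6, 56.2% ± 0.643 in B6C3F1, 56.8% ± 0.529 in C3B6F1 and 29.1% ± 0.592 in C3. At the 1016 C3 > B6 DMRs it was 31.2% ± 0.633 in B6, 50.7% ± 0.490 in B6C3F1, 51.3% ± 0.607 in C3B6F1 and 75.6% ± 0.406 in C3. On a scale where C3 is 0 and B6 is 1, the 12 F1 animals lay at 0.575 ± 0.00326, between 0.569 and 0.580. They differed from the 6 parents of either strain (two-sided exact permutation test, p = 5.39e-05 each, the smallest possible) and from the midparent of 0.5 (two-sided exact sign-flip permutation test, p = 0.000488, the smallest possible). Of single DMRs, 1849 of 1851 had an F1 mean between the parental means, and 74.7% lay nearer to B6. Over both directions together, the position was lowest at DMRs without an SNV within 1 kb, at 0.514 over 241 DMRs, and highest at DMRs with more than 20, at 0.636. In the first of these the depth in C3 was 1.02 times that in B6, in the second 0.691 times. Without an SNV it was 0.606 at B6 > C3 and 0.443 at C3 > B6 DMRs. Among B6 > C3 DMRs alone it was lowest at 1 to 5 SNVs, at 0.577. At the DMRs held from the paper's Supplementary Data 2, of whose 6380 the first 1993 were held and 1987 used, the position was 0.608. In the intergenic region on chromosome 18 of mm9 whose DMR is 112 bp long, centred on position 13385668, with 5 CpGs, methylation was 91.0% ± 2.49 in B6, 62.5% ± 5.70 in B6C3F1, 61.7% ± 5.51 in C3B6F1 and 23.6% ± 7.18 in C3.

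**Figure D2:**
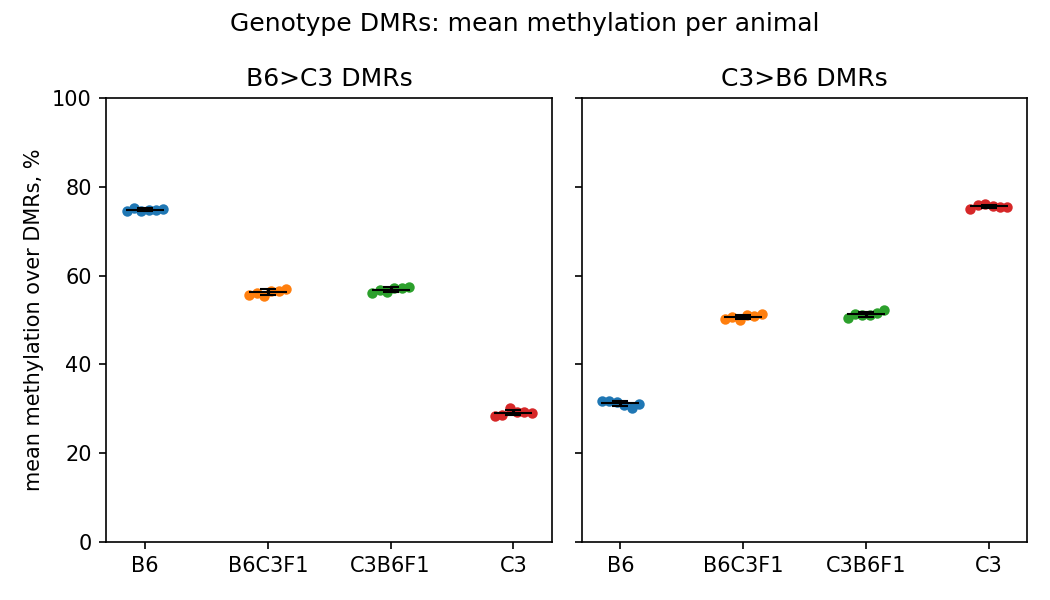
Mean weighted methylation (vertical axis, percent) of each of the 24 animals over the 835 B6 > C3 and the 1016 C3 > B6 DMRs. Each point is 1 animal, grouped by strain or cross. The F1 animals of both crosses lie between the parents, at 56.2 and 56.8% in the B6 > C3 DMRs and at 50.7 and 51.3% in the C3 > B6 DMRs.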

In all cases, DNA methylation level in the F1 progeny, regardless of the direction of the genetic cross, is intermediate between the parental levels. The simplest explanation for these results is that F1 progeny recapitulate DNA methylation patterns in *cis* on alleles inherited from their respective parents. To directly visualize allele specificity of DNA methylation in F1 progeny at select DMRs, we examined individual bisulfite reads where a DMR CpG and a diagnostic sequence difference between strains fell on the same sequence read (or read pair). We found that the DNA methylation level of parental alleles in F1 animals appears nearly identical to that found in the parents in the overwhelming majority of cases; exemplar DMRs are depicted (Fig. 3c; Supplementary Figure 4C). These data demonstrate that DNA methylation patterns are recreated on respective parental alleles in somatic tissue in offspring regardless of which germ line they pass through.

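The comparison of the crosses in the deposited counts is without alleles, since counts per CpG do not say which allele a read came from. The mean position at genotype DMRs was 0.575 ± 0.00166 (SD, n = 6) in B6C3F1 and 0.575 ± 0.00451 in C3B6F1 (two-sided exact permutation test, p = 0.714). Across the genome, the Wald test called 10 DMRs between the crosses, 6 higher in B6C3F1 and 4 in C3B6F1, from 139 DMCs, and limma called 10 windows. Requiring 10 reads in every animal left 5 DMRs, and thinning all animals to the shallowest left 3. The count was 6 without any of B6C3F1 female replicate 2, C3B6F1 male replicate 1, C3B6F1 male replicate 2 or C3B6F1 female replicate 1. In an intron of Trappc9, on chromosome 15 of mm9 from 72640370 to 72640446, methylation was 66.7% ± 6.66 in B6C3F1 and 20.1% ± 5.88 in C3B6F1. Near Zdbf2, on chromosome 1 from 63306229 to 63306496, it was 22.2% ± 3.44 and 67.2% ± 10.1. Depth in C3 was 0.308 and 0.332 times that in B6 at these DMRs. From the F1 levels and from reads of the parental alleles at selected DMRs, the paper concludes that the patterns are recreated on each parental allele, whichever germ line it passes through.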

**Fig. 3:**
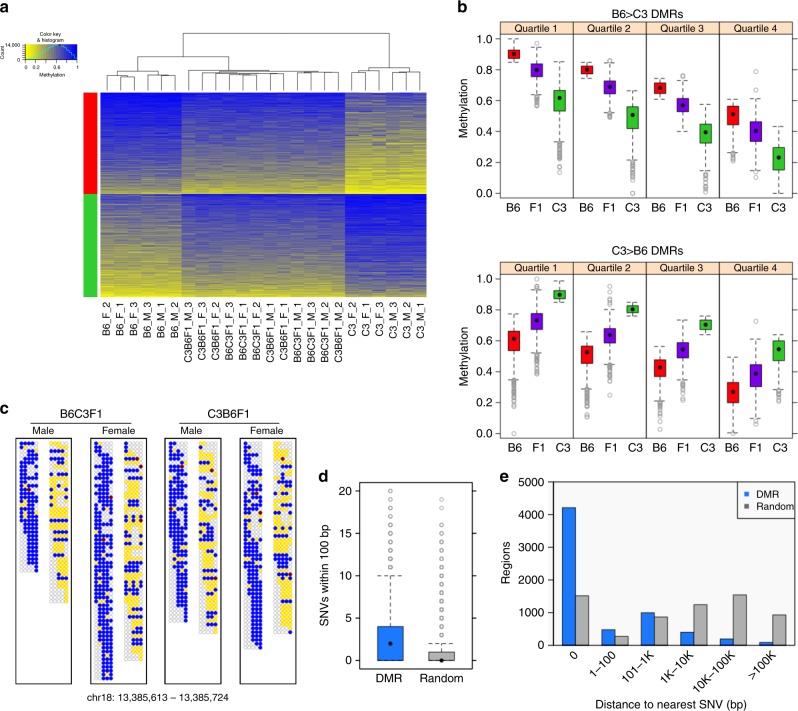
DNA methylation patterns at DSS genotype–DMRs are recapitulated on parental alleles in F1 progeny. **a** Heatmap view of weighted methylation scores per B6-vs.-C3 DSS DMR (*N* = 6380) per animal. Hierarchical clustering of animals performed by R package “amap” (hcluster with method = euclidean and link = average). DMRs were split by direction (B6 > C3: red bar, or C3 > B6: green bar) then sorted by average methylation score over all 24 animals. **b** Distribution of average weighted methylation scores, with DMRs (*N* = 6380) split into quartiles according to decreasing methylation score of the hypermethylated parental genome. The comparison between B6 and F1 or between C3 and F1 are significant at *p* < 1e−80 (Mann–Whitney) in all quartiles. **c** Methylation in F1 progeny at the read level for an exemplar DSS DMR (B6 > C3). Each box represents the collection of read fragments (for a given F1 genotype) that could be unambiguously assigned as originating from either the B6 parent (left side) or the C3 parent (right side) based on the presence of a diagnostic SNV. Each row within a box and column represents one sequenced fragment, with each CpG site indicated by a circle colored according to the following scheme: yellow = unmethylated cytosine, blue = methylated cytosine, red = noncytosine, and empty/gray = no mapped base at given CpG site in given fragment. **d** Number of SNVs local to DMRs (*N* = 6380), compared to size-matched random genomic regions (*N* = 6380). *p* < 1e−300 (Mann–Whitney test). **e** Distribution of distance to the nearest SNV for DMRs (*N* = 6380) or size-matched random genomic regions (*N* = 6380). Distance = 0 indicates that at least one SNV is found within a region of a given type. In the box-and-whisker plots, the box depicts the 25th to 75th percentiles, the black dot is the median, the whiskers extend to data points up to 1.5*IQR beyond the box, and open gray circles are data points outside the whisker range

Recapitulation of methylation in an allele-specific manner implies a linkage of methylation pattern to genetic information. Accordingly, we assessed the relationship of DMRs with strain-specific differences in DNA sequence. 

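An SNV lay inside 55.5% of the 1851 genotype DMRs. In 1000 draws of random autosomal regions of the same lengths the mean share was 17.0%, between 14.6 and 19.3% (one-sided permutation p = 0.000999, the smallest possible). The DMRs held 1.37 SNVs each on average and the random regions 0.381, between 0.293 and 0.458. The share was 3.26 times that of random regions, and 3.69 times that of random regions with at least 5 CpGs. It was 56.6% in B6 > C3 and 54.5% in C3 > B6 DMRs.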

DMRs, when compared to random genomic intervals of the same size, have a higher frequency of local SNVs (Fig. 3d; Supplementary Figure 4D). 

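Among DMRs without an SNV, the median distance to the nearest SNV was 281.5 bp. Among random regions without one it was 7610 bp, between 5323 and 10022 bp in the 1000 draws, longer than among DMRs in each draw.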

Further DMRs that do not contain a SNV are, in general, closer to the nearest SNV than comparably sized random genomic intervals. For the DMRs identified by DSS, approximately 2/3 of all DMRs contain a SNV and approximately 90% fall within 1 kb of a SNV (Fig. 3e); for DMRs identified by Metilene, more than half contain a SNV and more than 80% are within 1 kb of a genetic difference between strain (Supplementary Figure 4E). These findings illustrate the relationship between local differences in DNA sequence and allele-specific methylation in offspring, as well as support a determining role for local DNA sequence in the establishment or maintenance of local epigenetic information.

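For the DMRs called here the shares were 55.5% with an SNV and 87.0% within 1 kb of one. Of the random regions, 40.2% lay within 1 kb of an SNV, between 36.1 and 43.5% in the 1000 draws. The ratio of DMRs to random regions in the share with an SNV was 3.28 for DMRs with a difference of at least 30 points and 3.22 when 50% of the CpGs had to be DMCs.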

### Transcription factor–DNA interactions and DNA methylation

As allele-specific histone modifications have been linked to genetic control of transcription factor–DNA interactions^20–24,31^, we explored the possibility that a similar mechanism might correlate with the allele-specific DNA methylation observed here. We performed computational searches for known transcription factor binding sites at DMRs after extending each region of interest to a minimum size of 401 bp. A total of 20 of the approximately 140 motifs corresponding to transcription factors expressed in mouse liver were enriched over background in these genomic intervals (Fig. 4a, b; Supplementary Figure 5). 

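HOMER was not run here. The forkhead sequence TGTTTAC on either strand, chosen after other results were seen, was counted in the DMRs after each was extended to at least 401 bp. It was present in 95 of 1016 C3 > B6 DMRs (9.35%), against 5.85% of random regions matched in length and GC content (one-sided permutation p = 0.0099, the smallest that 100 draws give). In B6 > C3 DMRs it was present in 65 of 835 (7.78%), against 6.30% of matched regions (p = 0.0693 from the same permutation test). The directions were not separated (two-sided Fisher's exact test, p = 0.245, and 0.350 after Benjamini-Hochberg adjustment over 10 tests). Of the other 4 sequences counted, CAGCTG was also above all draws in C3 > B6 DMRs (30.9 against 24.8%) and TTCNNNGAA in B6 > C3 DMRs (16.9 against 13.9%).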

The observed motifs were enriched in binding sites for transcription factors that function in liver development, hepatocyte differentiation, and liver homeostasis as opposed to transcription factors that function exclusively in other cell types. Enriched binding sites differ substantially in type of DNA-binding domain (Forkhead/winged helix; bZIP; homeobox; bHLH; Zinc finger).

**Fig. 4:**
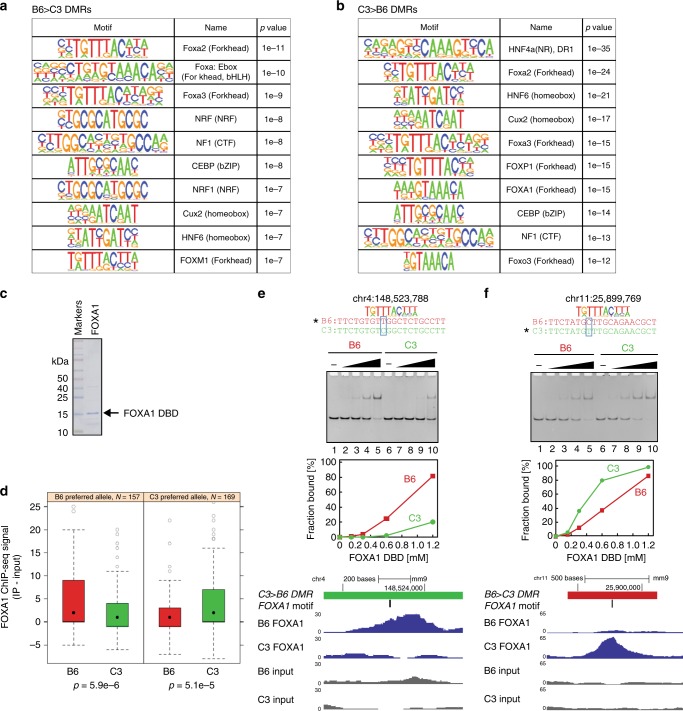
SNVs at DMRs affect DNA-binding activity of a tissue-specific transcription factor. **a** Top 10 enriched TF motifs in B6 > C3 DSS DMRs (after expanding DMR size to a minimum of 401 bp) according to HOMER v4.9.1. **b** Top 10 enriched TF motifs in C3 > B6 DSS DMRs (after expanding DMR size to a minimum of 401 bp) according to HOMER v4.9.1 **c** Protein purification of FOXA1 DNA-binding domain (DBD). Purified FOXA1 DBD was analyzed by SDS-PAGE. The black arrow indicates FOXA1 DBD. **d** FOXA1 ChIP-seq signal at SNV-containing FOXA1 motifs. Occurrences of FOXA1 motifs (as defined by HOMER motifs FOXA1.LNCAP or FOXA1.MCF7) within 100 nt of a DMR were categorized by whether the B6 or C3 allele was preferred according to the HOMER position weight matrix [PWM]. FOXA1 signal in the B6 and C3 animals is reported as input-subtracted ChIP-seq read count at 100 nt regions centered on the motif occurrences. The box depicts the 25th to 75th percentiles, the black dot is the median, the whiskers extend to data points up to 1.5*IQR beyond the box, and open gray circles are data points outside the whisker range. Reported *p* values are from Mann–Whitney test. **e**, **f** DNA-binding analyses of FOXA1 DBD with SNV-containing DNAs. The genomic positions and DNA substrates are indicated at the top of each panel with a representative FOXA1 motif. The position of the SNV is highlighted with light blue boxes. The band intensities were calculated using ImageJ software. Totally, 20 bp double-stranded DNAs were incubated with the FOXA1 DBD. The concentration of FOXA1 DBD was as follows: 0 μM, lanes 1,6; 0.15 μM lanes 2,7; 0.3 μM, lanes 3,8; 0.6 μM, lanes 4,9; 1.2 μM, lanes 5,10. The protein–DNA complex was separated by native-polyacrylamide gel electrophoresis. Browser tracks of ChIP-seq data for each locus is shown below the DNA-binding data

We next considered what the relationship between transcription factor interaction and DNA methylation might involve. In principle, higher levels of DNA methylation at a DMR might negatively influence the capacity of a given transcription factor to bind its cognate recognition element^7–11^. Conversely, productive interaction of transcription factors with regulatory DNA could lead to local decreases in DNA methylation through physical hindrance of DNA methyltransferase^15–19^ or through chromatin-based mechanisms^20–24,34^. Five enriched motifs (NRF1, Arnt:Ahr, CEBP, USF1, and USF2) have a CpG dinucleotide; binding of these transcription factors may be blocked by modification of the CpG within their consensus binding motif^7,11^. For the remaining motifs, the lack of CpG dinucleotides in the consensus binding element suggests that increased methylation within DMRs containing these motifs may result from loss of transcription factor binding.

Accordingly, we next asked whether SNVs within or adjacent to DMRs can interfere with DNA binding in a biochemical assay. Purified FoxA1 DNA-binding domain was assessed for the ability to bind to sites that fall within DMRs and have a variant sequence between the two strains within the binding site (Fig. 4c, e, f, Supplementary Figure 6). In most cases, recombinant FoxA1 DNA-binding domain exhibited a preference for the sequence found in the strain with lower methylation levels at the DMR tested. We asked whether these transcription factor binding results were reflected in vivo by performing ChIP-seq for FoxA1 in liver from B6 and C3 male animals. Analysis of binding at FoxA1 sites within or near a DMR that contain a SNV revealed that FoxA1 binding to these sites was impacted by the genetic differences between strain in the same manner as in the in vitro biochemical assays (Fig. 4d). 

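The FOXA1 ChIP samples were not analysed here, and methylation at both loci drawn in Fig. 4 is given. The binding site on chromosome 4 of mm9 lies between genes, 11850 bp from the start site of Apitd1. The plus strand from 148523768 to 148523808 reads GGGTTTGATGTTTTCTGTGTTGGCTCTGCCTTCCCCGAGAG. Counted from 1 at its 5′ end, C3 differs from B6 by G3A and T21C. The 4 CpGs around it, from 148523588 to 148523988, had 17.4% ± 5.20 (SD, n = 6) in B6 and 44.5% ± 9.03 in C3, at 31.8 and 12.6 reads per CpG and animal. B6 animals lay between 13.8 and 27.6% and C3 animals between 29.8 and 55.7%. The called DMR next to the site, from 148524028 to 148524553 with 16 CpGs in an exon and UTR of Pgd, had 26.3% ± 5.02 in B6 and 75.5% ± 5.11 in C3 (two-sided exact permutation test, p = 0.00216, n = 6, the smallest possible). The site on chromosome 11 lies in an intron of 5730522E02Rik. The plus strand from 25899749 to 25899789 reads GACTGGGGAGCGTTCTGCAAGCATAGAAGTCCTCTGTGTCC, and C3 differs from B6 by G21A. The DMR that holds it, from 25899662 to 25900020 with 5 CpGs, had 89.2% ± 3.76 in B6, 31.8% ± 3.66 in C3 and 66.3% ± 5.73 (n = 12) in the F1 animals (exact permutation test of B6 against C3, p = 0.00216, n = 6).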

Where the allele was more methylated in C3 animals, ChIP signal was higher in B6 animals and vice versa (Fig. 4e, f). At these loci, the ChIP-seq data are entirely consistent with genetic control of FoxA1 binding within/near DMRs correlating inversely with local methylation status. These data suggest that local DNA sequence within a select group of genomic transcription factor binding sites has an influence on local DNA methylation. This finding is consistent with a multitude of literature reports linking local DNA methylation state to transcription factor binding^16–19,23^.

### Differentially methylated regions by sex and life experience

We capitalized on the design of our breeding experiment to ask whether autosomal DNA methylation patterns differ by sex. As pregnancy is known to impact liver biology in rodents^35^, we first assessed whether the livers of dams studied here had normalized from pregnancy-associated hypertrophy by histologic examination of sections prepared from the right liver lobe of all study animals (see Methods). We observed no differences in histologic features in any group suggesting general features of cellular content are similar in all study animals. When comparing dams to virgin females or to males, we observed no difference in cell size, suggesting that hepatocytes in dams had returned to baseline at the cellular level at the time of sacrifice (Supplementary Figure 7). Accordingly, we utilized both DSS and Metilene to identify DMCs and differentially methylated regions (DMRs) upon comparison of the dams in our breeding experiment (both the C3 and B6 female animals) with the group of sires (both C3 and B6 male animals). 

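The 6 sires, 3 B6 and 3 C3, were compared here with the 6 dams by the same Wald test and DMR definition as the strains, on autosomes. A CpG entered where the depth filter held in both sexes, which left 18596895 CpGs. Strain was no term of this test, so that strain differences add to the spread within each sex. Sires and dams were also compared within B6 and within C3, 3 animals against 3, and the 6 F1 males with the 6 F1 females. In limma, sex was a contrast of the group means with strain kept apart. Depth was 29.2 reads per CpG and animal at the median DMR in both sexes.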

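Between sires and dams, 16058 CpGs were DMCs, 4726 with higher methylation in sires and 11332 in dams, and they formed 356 autosomal DMRs over 118365 bp. With smoothing over 250 bp on either side there were 763 DMRs, the most of any setting. limma called 1517 windows.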

DSS identified 12,224 DMCs based on sex which underlie 1575 DMRs; Metilene identified 51, 675 DMCs and 439 DMRs (Table 1). The total number of DMRs, regardless of analysis stream, were asymmetric in terms of polarity with female > male DMRs being found roughly twice as often as the converse (Supplementary Data 3). This dataset confirms that our animals have larger differences in autosomal DNA methylation pattern based on genotype than on sex in the tissue studied (i.e., 1575/439 DMRs based on sex vs. 6380/2569 DMRs based on genotype).

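Of the DMRs called here, 234 were F > M and 122 M > F. The windows called by limma were 997 with higher methylation in females and 520 in males. Within B6 there were 80 F > M and 53 M > F DMRs, within C3 145 and 57, and between F1 females and F1 males 148 and 21. The total within C3 was 202, and 127 without C3 male replicate 1. With 3 animals against 3 the smallest exact permutation p of a single DMR is 0.1. The DMR with the largest M > F difference within C3 lies in an exon of Adcy1, on chromosome 11 of mm9 from 7050774 to 7050946, with 90.6% ± 1.06 (SD, n = 3) in sires and 19.3% ± 2.15 in dams. Within B6 it lies in an exon of Angptl2, on chromosome 2 from 33084074 to 33084140, with 88.0% ± 2.76 in sires and 21.6% ± 7.44 in dams.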

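With the same number of animals per group, the Wald test called 1851 DMRs by genotype and 356 by sex, and limma 7200 and 1517 windows. DMCs were 0.373% of tested CpGs by genotype and 0.0863% by sex.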

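The DMR next to Hamp2 lies on chromosome 7 of mm9 from 31706309 to 31706681, between genes, 2519 bp from the start site of Hamp2, and holds 7 CpGs. Weighted methylation was 84.0% ± 3.39 (SD, n = 6) in sires and 32.2% ± 4.64 in dams, at 25.0 and 25.2 reads per CpG and animal. The DMR next to Cox7a2 lies on chromosome 9 from 79610339 to 79610535, between genes, 2679 bp from the start site of Cox7a2, and holds 6 CpGs. It had 23.9% ± 8.27 in sires and 71.4% ± 5.72 in dams, at 33.9 and 29.2 reads. In both, the ranges of the sexes did not overlap (two-sided exact permutation test, p = 0.00216, n = 6, the smallest possible).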

Exemplar DMRs are illustrated in browser format for each analysis stream (Fig. 5a, Supplementary Figure 8A). 

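The 356 sex DMRs had a median length of 249.5 bp and a median of 6 CpGs, and the longest spanned 3162 bp. Of them, 347 (97.5%) were shorter than 1000 bp.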

Like regions that differ in comparison across genotype, sex-dependent DMRs are relatively small, the overwhelming majority under 1 kb in size (Fig. 5b, Supplementary Figure 8B). Sex-dependent DMRs, like genotype-dependent DMRs, fall distant from mapped transcription start sites with greater than 60% falling more than 10 kb from the nearest TSS (Fig. 5c; Supplementary Figure 8C). 

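Here 235 of the 356 sex DMRs (66.0%) were more than 10 kb from the nearest protein-coding start site, 54.9% of the M > F and 71.8% of the F > M DMRs. Random regions of the same lengths gave 82.4% on average, between 76.4 and 87.4% in 100 draws. The share of the DMRs lay below every draw. These regions too were matched in length and not in CpGs, so the draws do not separate nearness to start sites from CpG content. Exons were overlapped by 18.0%, 47.5% lay in introns and 34.6% between genes.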

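The median difference between sires and dams was 41.8 percentage points (quartiles 36.8 and 47.6). The largest M > F differences, chosen by the same rule as for the strains, were between genes on chromosome 5 of mm9, from 33800306 to 33800954 with 86.3% ± 2.66 (SD, n = 6) in sires and 20.6% ± 4.39 in dams and from 138137413 to 138137657 with 75.4% ± 7.91 and 13.0% ± 2.34, and in an exon of A1bg on chromosome 15 from 60751819 to 60752001 with 88.9% ± 2.79 and 28.4% ± 9.86. The largest F > M differences were in an exon of Pik3c2g on chromosome 6 from 139801012 to 139801335 with 14.2% ± 6.17 in sires and 79.1% ± 2.29 in dams, in an exon of Ugt2b36 on chromosome 5 from 87510056 to 87510231 with 23.5% ± 7.65 and 87.1% ± 5.39, and in an intron of Dock1 on chromosome 7 from 142235414 to 142235818 with 27.7% ± 4.93 and 89.4% ± 2.22. In each of the 6 the sexes did not overlap, as the rule required. That fixes p = 0.00216 in a two-sided exact permutation test (n = 6), so the p adds no evidence.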

Differences in methylation level between the two groups compared is similar in sex–DMRs and in genotype–DMRs (Fig. 5d; Supplementary Figure 8D). 

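The sex DMRs held 3.11 CpGs of the table per 100 bp on average, and random regions of the same lengths 0.788, between 0.621 and 0.966 (one-sided permutation p = 0.000999, the smallest that 1000 draws give). Random regions with at least 5 CpGs, an alternative added after the data were seen, held 3.60 CpGs per 100 bp, more than the DMRs. Median densities were 2.68 in the DMRs and 2.60 in those regions (one-sided permutation p = 0.209).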

Like their genotype-driven counterparts, sex–DMRs have higher CpG density than random controls but lack the density of CpG islands (Fig. 5e; Supplementary Figure 8E). Finally, like genotype–DMRs, sex–DMRs also colocalize to an appreciable extent with DNAse hypersensitivity and with the enhancer mark, H3K4me1 (Fig. 5f; Supplementary Figure 8F).

**Fig. 5:**
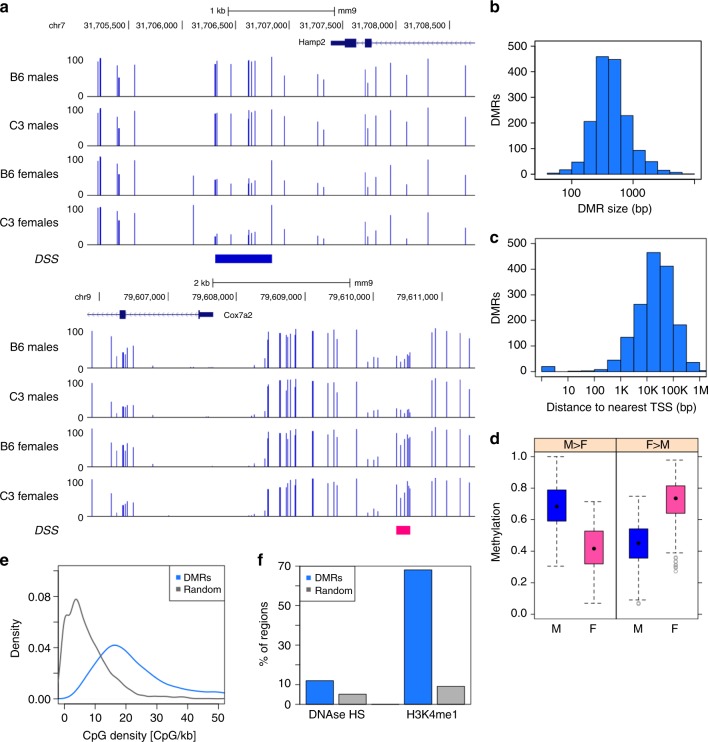
DMRs between male (*n* = 6) and female (*n* = 6) parental animals, identified by DSS. **a** Genome browser view of example M > F DMR (blue, top) and F > M DMR (pink, bottom). **b** Distribution of DMR size, *N* = 1575. **c** Distribution of distance between DMR and nearest TSS (based on RefSeq gene models as of Feb 8, 2016), *N* = 1575. **d** Distribution of methylation level in DSS DMRs, by strain and DMR polarity. *N* = 1041 F > M DMRs and 534 M > F DMRs. The box depicts the 25th to 75th percentiles (color by sex where male is blue and female is pink), the black dot is the median, the whiskers extend to data points up to 1.5*IQR beyond the box, and open gray circles are data points outside the whisker range. **e** Distribution of CpG density at DSS DMRs (*N* = 1575), compared to size-matched random genomic regions (*N* = 1575). **f** Overlap of DSS DMRs (*N* = 1575) with DNase hypersensitive sites (UCSC Genome Browser) and H3K4me1 enriched regions (ENCODE peaks ENCFF001XXZ), compared to the average overlap observed for 1000 iterations of size-matched random genomic regions

We next performed clustering and visualization of DNA methylation levels of all 24 animals in the study at the sex–DMRs precisely as we did with genotype–DMRs (Fig. 6a; Supplementary Figure 9A). We observed that female > male DMRs behaved as expected; all female animals had high methylation levels while all male animals had lower levels (Fig. 6a, b; Supplementary Figure 9A, B). 

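At the 234 F > M DMRs called here, mean weighted methylation was 79.4% ± 0.852 (SD, n = 6) in dams, 74.5% ± 1.97 in F1 females, 39.2% ± 4.93 in F1 males and 36.5% ± 4.17 in sires. On a scale where sires are 0 and dams are 1, the F1 females lay at 0.886 ± 0.0459, between 0.830 and 0.953. They lay below the dams and above the sires and the F1 males (two-sided exact permutation tests, p = 0.00216 each, the smallest possible). As the DMRs were called from these sires and dams, selection can by itself place other animals inside the parental range. The gap between F1 females and dams therefore decides nothing. Among the F1 males, C3B6F1 male 1 had the highest methylation, 47.8%, and the others lay between 35.5 and 42.2%. The F1 males lay at 0.0633 ± 0.115 and differed from the sires by less than the spread (exact permutation test, p = 0.331, n = 6). Clustered on these DMRs into 2 groups, the 24 animals were divided by sex.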

Surprisingly, the male > female DMRs had a different outcome. We observed, at this subset of loci, that female hybrid F1 animals had methylation levels that more closely resembled males than the parental female animals (Fig. 6a, b; Supplementary Figure 9A, B). 

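At the 122 M > F DMRs, methylation was 76.8% ± 0.889 (SD, n = 6) in sires, 74.8% ± 1.86 in F1 males, 60.7% ± 1.84 in F1 females and 35.1% ± 2.03 in dams. On a scale where dams are 0 and sires are 1, the F1 females lay at 0.615 ± 0.0441, between 0.574 and 0.689. They differed from the dams, the sires and the F1 males (two-sided exact permutation tests, p = 0.00216 each). At the 531 M > F DMRs used from the paper's Supplementary Data 3, their position was 0.682. The F1 males were at 0.952 ± 0.0445 (exact permutation test against sires, p = 0.0260, n = 6). Selection of the DMRs in these sires could also give this small gap. Clustering on these DMRs separated the 6 dams from the other 18 animals first and the 6 F1 females from the males next.

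**Figure D3:**
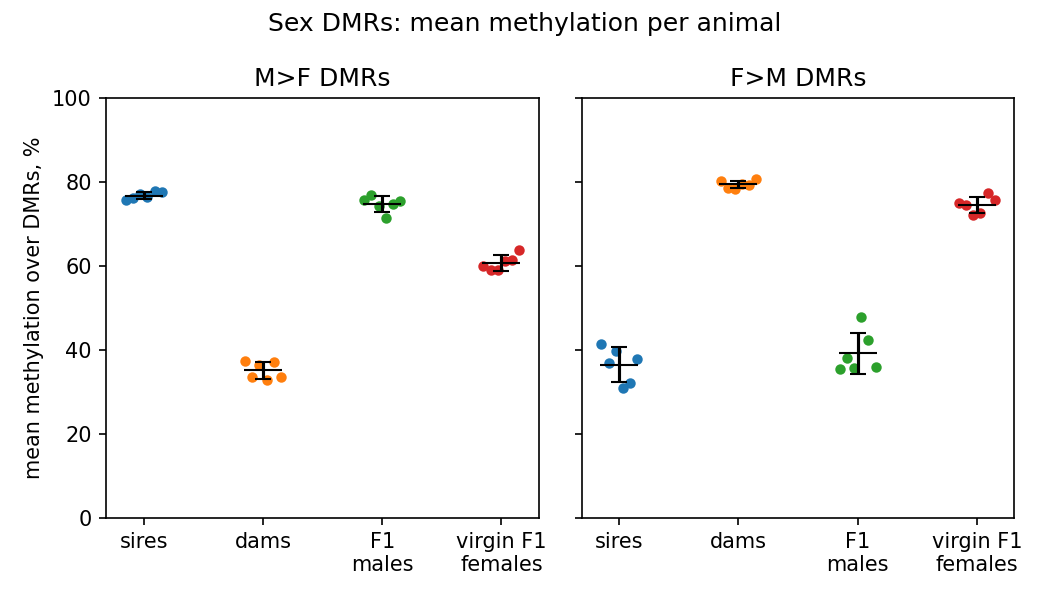
Mean weighted methylation (vertical axis, percent) of each of the 24 animals over the 122 M > F and the 234 F > M DMRs. Each point is 1 animal, grouped as sires, dams, F1 males and F1 females. In the M > F DMRs the F1 females lie at 60.7%, between the dams at 35.1% and the sires at 76.8%, and in the F > M DMRs at 74.5%, near the dams at 79.4%.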

Unlike the genotype–DMRs described above, there was no apparent allele specificity to DNA methylation at sex–DMRs (Fig. 6c; Supplementary Figure 9C), nor was there a proximity relationship to genetic differences between strain (Fig. 6d, e; Supplementary Figure 9D, E).

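An SNV lay inside 9.55% of the 356 sex DMRs, and inside 16.7% of random regions of the same lengths, between 11.8 and 22.5% in 1000 draws (one-sided permutation p for a higher share, 1). Within 1 kb of an SNV lay 28.1% of the DMRs and 39.9% of random regions. DMRs without an SNV were 13547.5 bp from the nearest at the median and random regions 7612 bp, between 3901 and 15499 bp. The region drawn in Fig. 6c lies in an intron of Sntg2 on chromosome 12 of mm9 and holds 3 SNVs. Its called DMR, 520 bp long and centred on position 31026723, with 7 CpGs, had 29.7% ± 7.48 (SD, n = 6) in sires, 30.0% ± 6.13 in F1 males, 83.9% ± 4.23 in dams and 83.4% ± 4.39 in F1 females. Reads of single alleles were not analysed here.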

**Fig. 6:**
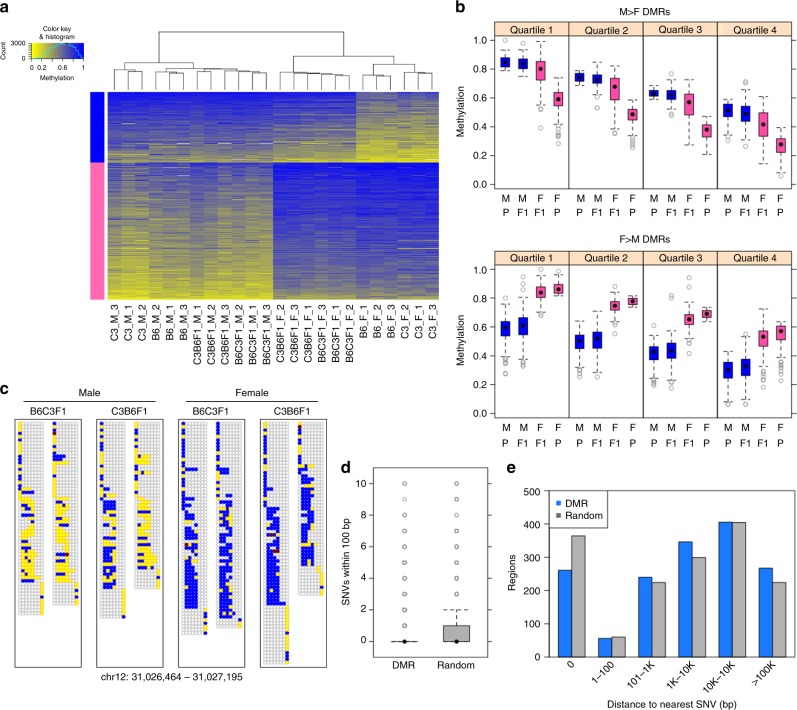
Recapitulation of DNA methylation patterns at DSS sex-DMRs in F1 progeny varies by DMR polarity. **a** Heatmap view of weighted methylation scores per male-vs.-female DSS DMR (*N* = 1575) per animal. Hierarchical clustering of animals performed by R package “amap” (hcluster with method = euclidean and link = average). DMRs were split by direction (M > F: blue bar, or F > M: pink bar) then sorted by average methylation score over all 24 animals. **b** Distribution of average weighted methylation scores, with DMRs split into quartiles according to decreasing methylation score of the hypermethylated parental sex. Animals are grouped according to both sex (M, F) and genotype group (P = parental B6 or C3, F1 = offspring B6C3F1 or C3B6F1). **c** Methylation in F1 progeny at the read level for an exemplar DSS DMR, organized as described for Fig3C. **d** Number of SNVs local to DMRs (*N* = 1575), compared to size-matched random genomic regions (*N* = 1575). **e** Distribution of distance to the nearest SNV for DMRs (*N* = 1575) or size-matched random genomic regions (*N* = 1575). Distance = 0 indicates that at least one SNV is found within a region of a given type. In the box-and-whisker plots, the box depicts the 25th to 75th percentiles, the black dot is the median, the whiskers extend to data points up to 1.5*IQR beyond the box, and open gray circles are data points outside the whisker range

To investigate the unexpected behavior of sex–DMRs in female animals, we used the Genomic Regions Enrichment of Annotations Tool^36^ to predict functions of the male > female sex–DMRs. Genes predicted to be regulated by these loci were enriched in Gene Ontology terms related to pregnancy and lactation (Fig. 7a). An exemplar gene from this category is the prolactin receptor gene located on chromosome 15 (Fig. 7b) which contains multiple male > female DMRs called by both analysis streams. 

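Prlr, on chromosome 15 of mm9, held 3 M > F DMRs called here, all in introns. From 10136262 to 10136423, with 6 CpGs, methylation was 62.2% ± 8.44 (SD, n = 6) in sires, 56.5% ± 12.1 in F1 males, 39.9% ± 5.76 in F1 females and 21.2% ± 4.86 in dams. From 10156433 to 10156665, with 5 CpGs, it was 64.4% ± 4.59, 55.3% ± 4.31, 30.2% ± 5.01 and 17.9% ± 7.89. From 10160170 to 10160583, with 5 CpGs, it was 91.3% ± 2.63, 89.8% ± 2.66, 84.8% ± 3.34 and 47.2% ± 8.37. Sires and dams did not overlap in any of the 3 (two-sided exact permutation test, p = 0.00216, n = 6, the smallest possible). The paper's Supplementary Data 3 lists 13 M > F DMRs in this region and 0 F > M DMRs, and the 3 called here overlap 3 of them.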

Prolactin is known be upregulated in liver in pregnant and lactating rodents^37^. This finding is consistent with the design of our study wherein the female B6 and C3 animals analyzed were the dams of the female F1 animals (which were virgin females). These findings suggest that the class of male > female DMRs are dominated by genomic intervals in liver that lose DNA methylation downstream of pregnancy, lactation, or both.

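The M > F DMRs were also called within each strain and measured in the other, so that the animals that were measured had no part in the calling. The 53 DMRs called in B6 had 79.5% ± 1.27 (SD, n = 3) in C3 sires, 37.6% ± 2.41 in C3 dams and 63.7% ± 2.37 (n = 6) in F1 females. The 57 DMRs called in C3 had 76.5% ± 0.497 (n = 3) in B6 sires, 37.0% ± 1.24 in B6 dams and 58.4% ± 2.01 (n = 6) in F1 females. In each case every dam lay below every F1 female (two-sided exact permutation test, p = 0.0119, the smallest for 3 animals against 6). The mean difference between sires and dams was 40.7 percentage points in the strain that was left out and 50.0 where the DMRs were called (exact permutation p = 0.005, the smallest of 400). From the position of the virgin F1 females at M > F DMRs and the functions predicted for genes near them, the paper proposes that these regions lose methylation after pregnancy, lactation or both.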

**Fig. 7:**
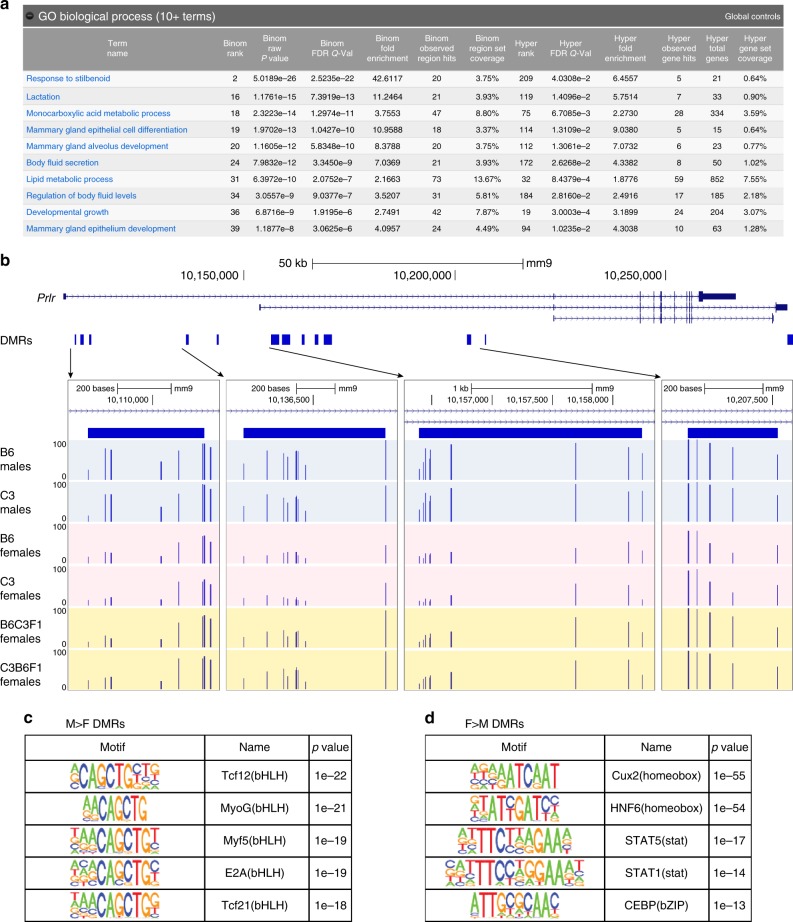
DMRs hypomethylated in females suggest link to pregnancy and lactation. **a** Top ten biological processed reported by GREAT v3.0.0 for DSS male > female DMRs. Bold text indicates significance scores. **b** Genome browser view of prolactin receptor gene locus, with zoomed panels showing CpG methylation level in parental males, parental females, and F1 females at exemplar male > female DMRs. **c** Top five enriched TF motifs in male > female DSS DMRs (after expanding DMR size to a minimum of 401 bp) according to HOMER v4.9.1. **d** Top five enriched TF motifs in female > male Metilene DSS (after expanding DMR size to a minimum of 401 bp) according to HOMER v4.9.1

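For the comparison of dams with virgin females, the 3 B6 and 3 C3 dams were set against the 3 B6C3F1 and 3 C3B6F1 females, all sacrificed at 20 weeks. The groups differ in having borne and nursed pups, in being inbred or hybrid and in housing, since by the paper's methods breeding adults were housed singly when not mating and offspring in groups. Each F1 female is a daughter of a dam of the study. The Wald test and DMR definition were those of the other comparisons. The sires and the F1 males, who also differ in being inbred or hybrid, in housing and in having mated, were compared in the same way. limma tested in addition whether the difference between dams and F1 females exceeded that between sires and F1 males, as an interaction.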

We further explored the relationship of DNA methylation with pregnancy and lactation by defining DMRs in the comparison of dams (again including B6 and C3 animals) with daughters (F1 hybrid virgin females sacrificed at the same age). 

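Between dams and F1 females, 2807 of 18613757 CpGs (0.0151%) were DMCs and formed 52 autosomal DMRs over 14191 bp, with a median difference of 40.8 percentage points. Of the settings with dams of both strains, smoothing over 250 bp on either side moved the count most, to 128 DMRs. limma called 288 windows for the same comparison and 270 for the interaction with the difference between sires and F1 males.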

DSS identified 2257 DMCs and 305 DMRs in this comparison; Metilene identified 17,798 DMCs and 68 DMRs (Table 1). As anticipated, the polarity of DMRs was non-random, with 295 of 305 (and 66 of 68) DMRs having greater CpG methylation in virgin females than in dams (Supplementary Data 4). 

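All 52 DMRs called here had lower methylation in dams, and 0 had higher. Of the DMCs 2763 were lower and 44 higher in dams. In the unsmoothed Wald test, 175305 CpGs were lower and 81619 higher in dams at an unadjusted p below 0.05. limma called 277 windows lower and 11 higher in dams. In the interaction with the males, 265 windows fell further in dams and 5 the other way. By the rule used for the strains, which fixes the exact permutation p given here, the largest differences were all between genes. They lay on chromosome 5 of mm9 from 138137413 to 138137657, with 13.0% ± 2.34 (SD, n = 6) in dams and 74.2% ± 4.54 in F1 females, on chromosome 11 from 110735882 to 110736198 with 17.7% ± 4.05 and 77.7% ± 3.56, and on chromosome 4 from 53325405 to 53326023 with 33.0% ± 6.93 and 86.9% ± 2.75 (two-sided exact permutation test, p = 0.00216 for each, n = 6).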

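Of the 52 DMRs called between dams and F1 females, 41 (78.8%) overlapped an M > F DMR by at least 1 bp and 0 an F > M DMR. Of them, 38 overlapped by 50% or more of their length. Random regions of the same lengths gave 0.001 overlaps on average, and at most 1 in 1000 draws. The same 6 dams enter both comparisons. With B6 dams used for the M > F DMRs and C3 dams for the comparison with F1 females, 14 of 282 DMRs (4.96%) overlapped one of 53 M > F DMRs, and with the strains exchanged 10 of 167 (5.99%) overlapped one of 57. Of the 282 and 167 DMRs, 184 and 121 were lower in dams, and with dams of a single strain the comparison with F1 females also contains differences between the strains. When the sires and F1 females were simulated from the dams themselves, no DMR was called in either comparison. With none called no overlap could arise, so this does not test an effect of the shared dams on the overlap. At the 52 DMRs methylation was 36.0% ± 2.62 (SD, n = 6) in dams, 76.98% ± 0.99 in F1 females, 76.8% ± 1.48 in sires and 77.1% ± 0.874 in F1 males. Sires and F1 males differed by less than the spread (two-sided exact permutation test, p = 0.701, n = 6).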

Of the 305 DMRs called by DSS in this comparison of dams versus F1 hybrid virgin females, 196 overlap M > F DMRs and 0 overlap F > M DMRs. This analysis suggests that DNA methylation patterns, when queried in an appropriate manner, can provide a record of life events such as pregnancy/lactation. This record appears to correlate with loci involved in the relevant biological response to pregnancy/lactation.

The sex–DMRs were also analyzed for enrichment of transcription factor motifs. 

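HOMER was not run here, and fixed sequences chosen after other results were seen were counted in sex DMRs extended to at least 401 bp. The E-box CAGCTG was present in 59 of 122 M > F DMRs (48.4%), against 23.5% of random regions matched in length and GC content (one-sided permutation p = 0.0099, the smallest that 100 draws give). In F > M DMRs it was present in 36 of 234 (15.4%), against 20.0% of matched regions. The M > F and F > M DMRs differed (two-sided Fisher's exact test, p = 8.72e-11, and 8.72e-10 after Benjamini-Hochberg adjustment over 10 tests). The general form CANNTG was present in 117 of 122 M > F DMRs (95.9%) and in 220 of 234 F > M DMRs (94.0%), against 91.3 and 91.1% of matched regions, and did not separate the directions (Fisher's exact test, p = 0.621).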

The overwhelming majority of motifs identified in the male > female DMRs contain some version of the E-box sequence—CANNTG (Fig. 7c; Supplementary Figure 10A). 

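In F > M DMRs the homeobox sequence ATTGAT was present in 74 of 234 (31.6%, against 17.1% of matched regions) and in 18 of 122 M > F DMRs (14.8%, against 13.0%). The directions differed (two-sided Fisher's exact test, p = 0.000535, adjusted p = 0.00267 over the 10 tests). TTCNNNGAA, the form bound by STAT factors, was present in 63 of 234 F > M DMRs (26.9%, against 15.0%) and in 16 of 122 M > F DMRs (13.1%, against 12.4%), with p = 0.00299 from Fisher's exact test and 0.00998 after adjustment. In both, the share in F > M DMRs lay above all 100 draws (one-sided permutation p = 0.0099). The forkhead sequence TGTTTAC was present in 22 of 234 F > M and 8 of 122 M > F DMRs (Fisher's exact test, p = 0.425).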

Motifs in the female > male sex–DMRs are much more diverse, containing binding sites for homeobox factors, nuclear receptors, signal responsive transcription factors, bHLH, and bZIP factors (Fig. 7d; Supplementary Figure 10B). While many motifs enriched in this analysis do not contain CpG within their consensus motif, we note that Hox transcription factors can bind to methylated DNA, despite the lack of CG dinucleotides in their consensus recognition site^11^.

## Discussion

The results presented here demonstrate that epigenetic features such as DNA methylation are closely linked to DNA sequence with patterns in parents recapitulated on the relevant allele in offspring. Our finding that DMRs colocalize to a large extent with distal regulatory DNA and transcription factor binding motifs suggests a potentially causal relationship between DNA sequence-dependent alterations in the interactions of DNA-binding proteins with their respective target sequences and changes in local DNA methylation^2,23,24,31^. Further, the data suggest that differential CpG methylation, acting downstream of genetic changes in transcription factor–DNA interaction, demarcate enhancers that are active in only one strain, or on a single allele in F1 progeny.

The differences in DNA methylation pattern between inbred strains, occurring largely at enhancer loci where DNA methylation pattern may be programmed by transcription factor action, resemble the differences between cell/tissue type within strain which also closely colocalize with enhancers^31,32^. Our data add to the growing body of evidence associating alterations in the quality of interaction of a transcription factor with its DNA target with changes in epigenetic features, including DNA methylation^20–24,31^. We observe evidence for differences in local DNA methylation correlating with binding quality for only a subset of transcription factors expressed in mouse liver. Thus, our findings refine available models, and suggest that not all transcription factors have the inherent ability to reprogram local epigenetic state.

The linkage of CpG methylation to local DNA sequence in somatic tissues hinges, in part, on the capacity of genetic information to influence DNA/protein interactions and recruitment of chromatin modifiers either in the tissue of interest or in a developmental precursor undergoing programmed refinement of the pattern of DNA methylation. This model has profound implications for interpretation of changing chromatin marks, including DNA methylation, in studies of animals derived from outbred populations, including humans. Our results further demonstrate that patterns of DNA methylation are remarkably similar across generation. We find that the overwhelming majority of CpG methylation is preserved in comparison of parent with offspring. However, we also find that appropriate comparisons can reveal DNA methylation changes that correlate with a major life event even weeks afterwards, in this case pregnancy and/or lactation. 

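Between the 6 sires and the 6 F1 males, the Wald test tested 18580528 CpGs and called 18 DMCs and 0 DMRs, and 185633 CpGs had an unadjusted p below 0.05. limma called 33 of 1456902 windows, 10 higher in sires and 23 higher in F1 males, with 91176 at an unadjusted p below 0.05. With smoothing over 250 bp on either side the Wald test called 1 DMR. limma called 41 windows in which the F1 animals differed from the mean of the parental strains, 35 above it and 6 below. A refit with only the groups of this comparison called 1 such window. The DMCs between dams and F1 females were 0.0151% of the CpGs tested and those between sires and F1 males 9.69e-05%.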

Of interest, the DNA methylation changes distinguishing dams from their virgin daughters were persistent when assessed 4 weeks after weaning and after cytologic alterations in hepatocytes characteristic of pregnancy had returned to baseline. While we have not identified, to date, the mechanistic basis behind focal loss of CpG methylation at a few hundred loci in female animals that have borne and nurtured offspring, it is tempting to speculate action of a transcription factor(s) acting to regulate expression level of genes integral to that biology.

The data and analyses presented here speak to the stability of DNA methylation patterns across generation within a somatic tissue. CpG methylation was found to track with DNA sequence, local differences in epigenetic marks correlate with genetic control of transcription factor/DNA interactions. The pattern of DNA methylation was stably associated with DNA sequence whether it passed through the male or female germ line. In contrast, we observed that life events can have a profound influence on DNA methylation in somatic cells, unlike the case of germ cells^38,39^.

## Methods

### Animal care

C57BL/6N and C3H/HeN mice were obtained from the NTP colony at Taconic Farms, Inc. (Germantown, NY). Animals were housed in an AALAC accredited facility at Integrated Laboratory Systems (Durham, NC; Project-Study#N135-234), all procedures were in compliance with the Animal Welfare Act Regulations, 9 CFR 1–4 with handling and treatment according to the *Guide for the Care and Use of Laboratory Animals*^40^, and were approved by the Animal Care and Use Committee, Integrated Laboratory Systems. Animals were maintained in climate controlled rooms (18–26 °C; 35–65% humidity) on a 12:12 h light:dark cycle in polycarbonate cages with irradiated, heat-treated hardwood bedding (Teklad, Indianapolis, IN). Cotton fiber nestlets (Ancare Corp., Bellmore, NY) were supplied to mice for environmental enrichment. NIH 31 (Harlan Teklad, Indianapolis, IN) was provided ad libitum to all breeding pairs and to their B6C3F1/N or C3B6F1 progeny from birth until 17 weeks of age. Beginning at 18 weeks of age, all animals were provided NTP 2000 (Zeigler Bros., Gardners, PA) ad libitum in order to simulate dietary conditions of NTP breeding and B6C3F1/N and C3B6F1 hybrid mice assigned to NTP studies. Reverse osmosis treated water from sterilized bottles with stainless steel sipper tubes was provided ad libitum to all animals and changed weekly.

For breeding, five pairs of female C57BL/6N and male C3H/HeN mice at week 10 were outcrossed to produce B6C3F1 mice. The reverse outcross was performed independently using five pairs of female C3H/HeN and male C57BL/6N mice at week 10 and C3B6F1 mice were collected. Animals were multihoused up to two adults per cage during pair mating and single housed when not mating. B6C3F1 or C3B6F1 offspring were multi-housed up to four per sex per cage. Each mouse was uniquely identified by ear tag prior to the start of the study. The F1 progeny were associated with their dam and sire and tracked.

Animals for in-depth analysis were selected based on availability of offspring of both sexes from each cross performed. We selected three nuclear families (sire, dam, female F1, and male F1) to avoid the possibility that a biological outlier animal would significantly impact the results. Of available families, we randomly selected three from each cross. Animals were mated at age of 10 weeks. Weaning occurred at week 16. All animals in the study were sacrificed at week 20. Investigators were not blinded to family selection.

### Histology

Three representative sections were cut at 5 μm^2^ thickness from formalin-fixed, paraffin-embedded blocks. Section 1 was stained with hematoxylin and eosin (H&E). Female mice from three groups of animals: virgins (B6 and C3), breeders (B6 dams and C3 dams) and first generation (B6C3F1 and C3B6F1), were evaluated for hyperplasia and hypertrophy. For assessment of hyperplasia, liver sections were examined using a Leica-DMLB microscope with a 40× objective. Ten fields per slide were analyzed for hepatocyte mitotic figures. Hypertrophy assessment was based on hepatocyte density counts generated from the same, H&E-stained liver sections scanned on the Aperio ScanScope XT instrument (Vista, CA) using ImageScope software, (v11.2.0.780, Aperio). Hepatocyte nuclei from 10, nonoverlapping, 90 × 90 μm^2^ fields were analyzed per section to determine cell density.

### Genomic DNA extraction

Frozen liver tissues were quickly pulverized with BioPulverizer (Bio Spec Products Inc.) on dry ice. DNA was extracted with Allprep DNA/RNA/Protein Mini Kit (Qiagen) according to the manufacturer’s protocol. DNA was further purified by phenol–chloroform extraction followed by ethanol precipitation.

### Whole-genome bisulfite sequencing library preparation

DNA (1 µg) was spiked with 1 ng unmethylated lamda DNA (Promega), fragmented (average size; 300 bp), end-repaired, A-tailed, and adapter-ligated using Truseq DNA sample prep kit (Illumina) according to the manufacturer’s protocol. Adapter-ligated DNA was gel isolated, (2% agarose gel, DNA ranged from 400 to 500 bp) and recovered using a QIAquick gel extraction kit (Qiagen). After clean up with AMPure XP beads, bisulfite conversion was performed using EpiTect Bisulfite kit (Qiagen) with the following thermal cycles, 95 °C 5 min, 60 °C 25 min, 95 °C 5 min, 60 °C 85 min, 95 °C 5 min, 60 °C 175 min, 95 °C 5 min, 60 °C 180 min. After clean up with AMPure XP beads, bisulfite converted DNA was amplified with PfuTurbo Cx Hotstart DNA Polymerase with following thermal cycles, 95 °C 5 min, 98 °C 30 s, 12 cycles of (98 °C 10 s, 65 °C 30 s, 72 °C 30 s), 72 °C 5 min. DNA was cleaned with AMpure XP beads, and stored at −30 °C until use. Sequencing was performed in HiSeq2000 using PE100 base format.

### Whole-genome bisulfite sequencing data processing

General quality control checks were performed with FastQC v0.8.0 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Each dataset was filtered for average base quality score (>20). Filtered datasets were aligned to a reference genome using Bismark v0.7.8 (parameters -X 10000 --non_bs_mm -n 2 -l 50 -e 70 --chunkmbs 1024)^41^, using Bowtie v0.12.8^42^ as the underlying alignment tool. The reference genome index contained the genome sequence of enterobacteria phage λ (NC_001416.1) in addition to all chromosomes of the mm9 assembly (NCBI 37). Mappings for all datasets generated from the same library were merged, and duplicates removed via the Bismark deduplication tool (deduplicate_bismark_alignment_output.pl). Mapped reads were then separated by genome (mm9 or phage λ) and by source strand (plus or minus). The first four and last one base of each read2 in all read pairs was clipped due to positional methylation bias, and any redundant mapped bases due to overlapping mates from the same read pair were trimmed to avoid bias in quantification of methylation status. Finally, the SAM alignments for multiple libraries from the same animal were merged. Read pairs mapped to phage λ were used as a QC assessment to confirm that the observed bisulfite conversion rate was >99%. Read pairs mapped to the mm9 reference genome were used for downstream analysis.

### Validation of genomic cytosine context

For each cytosine site in the mm9 reference genome, the fractions of mapped bases that are C at position N, G at position N + 1, and G at position N + 2 were calculated using WGBS data from all six B6 or from all six C3 parent animals. The cytosine context for a given genomic position is considered to be validated if the following criteria are met: (a) the expected cytosine context is consistent between the mm9 reference genome, the local C57BL/6 N assembly, and local C3H/HeN assembly; (b) at least 75% of mapped bases at each of the N, N + 1, and N + 2 positions are consistent with the expected context using the B6 WGBS data; and (c) at least 75% of mapped bases at each of the N, N + 1, and N + 2 positions are consistent with the expected context using the C3 WGBS data. For CpG context, validation was required on only one of the two strands. For CHG and CHH context, each strand was evaluated independently. This process identified 18,887,127 validated autosomal CpG sites, 101,235,798 and 101,246,101 validated autosomal CHG sites (on the plus and minus strand, respectively), and 351,689,190 and 351,716,331 validated autosomal CHH sites (on the plus and minus strand, respectively). In this study, methylation analysis was limited to only autosomal cytosines with validated CpG context.

### DMR detection

Using the DSS R package v2.15.0, DMCs were identified by DSS with the callDML function (default parameters), and DMRs were identified with the callDMR function (pct.sig = 0.75, all other parameters default). DMC and DMR calls were also made via Metilene v.0.2-6 (-m 5 for DMR calls, all other parameters default), with a *p* value threshold of 0.01 and mean methylation difference of 0.2 for DMCs and a *q* value of 0.05 for DMRs. All DMR calls from both tools were subject to additional filters, as described below. DMRs were required to contain at least five validated CpG sites and have a weighted methylation score^33^ difference of at least 20%. Furthermore, DMRs were excluded if there was an extreme sequencing depth imbalance between sample groups: specifically, if either sample group had average depth > 500 (which is more than 3× the genomic average), or if there was a >5-fold differences in average depth between sample groups.

### Enriched motifs

Each set of DMR calls was split by polarity (i.e., B6 > C3 or C3 > B6, male > female or female > male). Each DMR was extended to a minimum width of 401 bp, centered on the midpoint of the called DMR. Within each of DMRs, any regions that were overlapping after this extension were merged. HOMER^43^ v4.9.1 (parameters -size given -gc -nomotif) was run to identify enriched motifs among HOMER’s library of known motifs.

### Recombinant protein purification of FOXA1 DBD

Human FOXA1 gene fragment encoding amino acids 170–270 was inserted into the pDEST17 expression vector to produce a hexahistidine tagged fusion protein. The protein was expressed in the *Escherichia coli* BL21 (DE3) Codon-Plus RIL cells. The cells were lysed in a high salt (1 M NaCl) buffer containing 10 mM imidazole. The His-tagged proteins were purified by Ni-NTA agarose column chromatography (Qiagen). The eluted proteins were further purified by HiTrap Heparin HP column chromatography (GE Healthcare Life Sciences). The eluted proteins were snap-frozen in liquid nitrogen and stored at −80 °C.

### DNA-binding assay

Double-stranded (ds) DNAs were prepared by annealing complementary oligonucleotides in a 1:1 molar ratio. DsDNAs (0.3 μM) were incubated with the indicated concentration of FOXA1 DBD in a reaction buffer containing 20 mM Tris-HCl (pH 7.5), 4 mM potassium phosphate (pH 7.2), 7% glycerol, 1 mM DTT, 0.4 mM 2-mercaptoethanol, 1 mM MgCl2, 0.1 mg/ml BSA, and 200 mM NaCl. After 20 min incubation at room temperature, the samples were analyzed by 12% native-polyacrylamide gel electrophoresis in 0.5× TBE buffer.

### ChIP-seq

Frozen livers were thawed on ice and homogenized in PBS. The cell debris was removed by centrifugation and the cells were fixed with 1% formaldehyde at room temperature for 10 min. Glycine was added to quench the reaction. The fixed cells were further treated with hypotonic buffer (10 mM HEPES-NaOH pH 7.9, 10 mM KCl, 1.5 mM MgCl2, 340 mM sucrose, 10% glycerol, 0.5% Triton X-100, and protease inhibitor cocktail). Nuclear pellets were resuspended in lysis buffer containing 0.1% SDS and sonicated by Covaris S220. Immunoprecipitation was performed with 2.5 micrograms anti-FOXA1 antibody (abcam, ab5089) per IP. The sequencing libraries were prepared by the NEXTflex Rapid DNA-seq kit (Bioo Scientific Corporation) and sequenced on NovaSeq 6000 (Illumina) at the NIEHS Epigenomics Core Facility. General quality control checks were performed with FastQC. Adapter was removed from raw sequencing data with cutadapt v1.2.1 (10.14806/ej.17.1.200, parameters -a GATCGGAAGAG -O 5 q 0). The trimmed reads were further clipped to ensure there were no dovetailed read pairs resulting from inconsistent adapter trimming, and an average base quality score (>20) minimum filter was applied. Trimmed and filtered read pairs were aligned to the mm9 reference assembly with Bowtie v1.2^42^ (parameters -m 1 -X 1000 --chunkmbs 1024). The Picard tool suite v1.110 (http://broadinstitute.github.io/picard) was used to remove duplicate read pairs (MarkDuplicates.jar) and subsequently merge replicate samples (MergeSamFiles.jar). For visualization and quantification purposes, each read pair was converted to a single fragment then each dataset was randomly downsampled to match the sample condition with the lowest read counts (*N* = 33,055,298).

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this Article.

## Supplementary Information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Source Data

Reporting Summary

## Data Availability

The genomic data discussed in this publication have been deposited in the Gene Expression Omnibus (Accession Number GSE106379). Source data are provided as a Source Data file. A Reporting Summary for this Article is available as a Supplementary Information file. All other data are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

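Methylation of liver DNA was measured by whole-genome bisulfite sequencing in 24 mice, with 3 males and 3 females each of B6, C3, B6C3F1 and C3B6F1. For each CpG and animal the authors deposited counts of methylated and of unmethylated reads, with both strands together. To make these counts the authors filtered reads for mean base quality, aligned them with Bismark to mm9 together with the phage lambda genome, removed duplicates per library, clipped read ends, trimmed overlapping mates and merged the libraries of each animal. They kept a CpG where mm9 and the reads of both strains have the dinucleotide, and did not pool animals. The deposited list of bases at SNVs gives the base of mm9, B6 and C3 at each position. The authors made it from whole-genome sequencing of 1 male and 1 female of each strain and local assembly, and the paper's text does not name the caller. All 48 columns of counts were used, and 0 others. The FOXA1 ChIP samples were not analysed here.

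All coordinates are those of mm9 and counted from 1. Every position of the table was checked to be a CG in the mm9 sequence. The gene annotation was that of GENCODE for the same assembly, and a DMR was called exonic where it overlapped an exon by at least 1 bp, else intronic or intergenic. Start sites were those of protein-coding transcripts. Counts were read without normalization, and percent methylation is a share of counts, so that depth sets its precision. The total of counts on autosomal CpGs lay between 365740739 and 619888157 per animal, or 19.4 to 32.8 reads per CpG. Counting error alone gives an SD of 5.20% between animals at 31 to 40 reads and 13.3% at 1 to 10 reads. Chromosome X was kept out of all comparisons at the paper's claims, since males carry a single copy.

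The comparisons were B6 with C3 parents, sires with dams (also within B6, within C3 and within the F1 animals), dams with F1 females, sires with F1 males, and B6C3F1 with C3B6F1. Each was made per CpG by a beta-binomial Wald test written after the model of DSS, without smoothing and with dispersions shrunk to a log-normal prior. DSS and Metilene were not run. A CpG entered with at least 5 reads in at least 50% of the animals of each group. DMCs had p below 1e-05. Runs of at least 3 CpGs of which at least 75% were DMCs, over at least 50 bp and without gaps over 1000 bp, were merged within 100 bp. A DMR then needed at least 5 CpGs and a difference of weighted methylation of at least 20 percentage points. Regions with a group depth above 500 reads or a ratio of group depths above 5 were left out. The p of a CpG was not adjusted for the number of CpGs.

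A second test used limma on log2 ratios of methylated to unmethylated reads, with a pseudocount of 1, in fixed windows of 500 nt with at least 5 CpGs and at least 30 reads in every animal. Of 4254058 windows with a CpG, 1496157 had at least 5 and 1456902 also had the reads. The model had a mean for each of the 8 groups of strain or cross and sex, over all 24 animals, with trended and robust variances. A window was called at a Benjamini-Hochberg adjusted p below 0.05 and a difference of at least 20 percentage points. Single values per animal were compared by exact permutation tests. Random regions were drawn 1000 times for SNVs, density and overlaps, 200 times for regions with at least 5 CpGs and 100 times for sequences and start sites. Clustering used Euclidean distance and average linkage.

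The regions named are those the paper names or draws, and in each comparison the 3 DMRs per direction with the largest difference among DMRs where every animal of a group lay above every animal of the other and mean depth was at least 10 reads. Some of these are given in the text and the others only as counts. The reciprocal cross DMRs outside this rule and the fixed sequences were chosen after other values were seen. The grouping of animals, the comparisons, the tests, the rule for named regions and the alternatives were set before the data were examined, apart from those said to be added. The alternatives were a DMC threshold of 1e-4, at least 10 reads in every animal, a DMC share of 50%, a minimum difference of 30 points, smoothing over 250 bp on either side, reads thinned to the total of the shallowest animal, leaving out each animal in turn, and for limma the replicate number as a block, 100 reads per window, a pseudocount of 5, the arcsine scale and a difference of 10 points.

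Both tests were tested on simulated data. For the 3 B6 sires and 3 B6 dams, the Wald test on 524432 CpGs of chromosome 19 recovered 1% of 200 regions changed by 30 points and 78.5% of 200 changed by 50 points, with no DMR elsewhere. When nothing was changed between the B6 and C3 parents, 2.72% of CpGs had a Wald p below 0.05 and 8 of 511285 one below 1e-05. Between the B6 sires and dams these were 3.31% and 49 of 518841, so that the test lay below the nominal share at 0.05 and above it at the threshold of DMCs. No DMR was called in either. In all these simulations of the Wald test each CpG was drawn independently, so false DMRs from neighbouring CpGs that vary together were not tested. limma recovered all of 200 windows changed by 30 points for sex and for dams against F1 females, and 99% for the interaction of parity, with 2 unchanged windows called there. For F1 against midparent the same change amounts to 15 points, below the minimum difference, and 2 of the 200 and no unchanged window were called. The computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. Motif discovery, functional enrichment, allele-level reads and annotations of CpG islands, DNase hypersensitivity and histone marks were not used here. Of the sheets of Supplementary Data 2, the first 1993 of 6380 DMRs were held, and no overlap or enrichment was computed on them.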

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

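Of the tests in this part, the count of other splits of the animals for the interaction of parity and the comparison with C3B6F1 female 1 were chosen after the result was seen.

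C3B6F1 male 1 stood apart from the other F1 males in a pair of quantities. Its ratio of depth on chromosome X to depth on autosomes was 0.600, while the other males of the study lay between 0.477 and 0.521 and the females between 0.893 and 0.988. At 13640 CpGs of chromosome X with methylation under 5% in sires and over 20% in dams, it had 12.0% methylation, the other F1 males 0.943 to 1.63% and the F1 females 28.2 to 33.5%. Its gap to the nearest of the 6 F1 males exceeded the 95% limit of Dixon's test (0.625 of the range). In all, 9 quantities were tested in 36 groups and 2 exceeded the limit, both in this animal. Chance alone gives about 1 in 20 groups.

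The tables argue against GC content or depth bias between libraries, since the ratio of this animal lay above every other male in 7 of 7 classes of GC content, between 0.567 and 0.605. A whole exchange with a female is also excluded by the ratio of 0.600, which lies below all females. A candidate explanation is DNA or reads of a female animal mixed into the library. The share it needs was 22.3% from the depth of chromosome X and 22.3% from methylation at the 13640 CpGs. From the autosomal sex DMRs it was 27.9% at F > M and 26.9% at M > F DMRs, while those of the other F1 males ranged from -18.8 to 10.2%. Each of the other males was set against the remaining F1 males, C3B6F1 male 1 among them. This lowers their shares, so that the contrast may be overstated. The position of the animal at genotype DMRs was 0.580, and the other F1 animals lay between 0.569 and 0.580, so that an F1 female is the more likely source than an inbred one. Over 412931 windows its deviations from the mean of its group had a correlation of 0.0745 with those of C3B6F1 female 1, the highest among 84 pairs of animals with the same number (the next at 0.0268) and 168 with different numbers (up to 0.0325). Whether this female is the source was not tested further. A biological explanation, such as a mosaic of cells with an additional chromosome X, gives no reason for that correlation but stays open. The animal was kept in all comparisons. Without C3B6F1 male replicate 1 there were 163 DMRs between F1 males and F1 females, against 169 with it, and 6 between the crosses, against 10.

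The difference between dams and F1 females was not the same as that between sires and F1 males. limma called 270 windows for the interaction, with methylation falling further in dams in 265 and the other way in 5. For other splits of the animals, those of each sex were divided at random into 6 and 6 and the fit repeated with 4 groups. It called 193 windows for the real split, as many or more for 1 of 100 splits (the real one) and at most 9 for any other, so that chance can be excluded. A difference between inbred parents and hybrid offspring in both sexes, or in how parents and offspring were housed, is argued against by the dam-virgin DMRs, where sires minus F1 males was -0.285 points (two-sided exact permutation test, p = 0.701, n = 6), while dams minus F1 females was -40.9 points. Depth is not the whole source either, since 26 DMRs were called between dams and F1 females with all animals thinned to the same total. An effect of pregnancy or lactation, which the design gives, stays open as a hypothesis. An effect of being hybrid or of housing in females alone has not been tested.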

How the results depend on the processing

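Among the tests in this part, the counts of other splits for genotype DMRs and DMCs, for DMCs of sires against F1 males, of the crosses and of sex within B6, C3 and F1, and for all windows of limma were chosen after the result was seen, as were the added alternatives, which are named as such.

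For 27 results that answer a comparison, leaving out 1 animal at a time gave 384 values. Of these, 379 stayed within 1.5 times the value over all animals (for a count) or within 1 SD of it, on the same side of any threshold, and 5 did not. The other alternatives gave 121 values, of which 79 stayed, 41 moved further and 1, a ratio of CpG densities, fell below 1. Of 7 other values, leaving out an animal moved none of 72 in this sense, and of 9 under other alternatives 2 moved and 1, again a ratio of CpG densities, fell below 1. The difference at the 39 named DMRs stayed within 1 SD in all 396 cases of leaving out an animal and in 77 of 78 under the added alternatives. The exception was sex_within_B6_DMR_0019, on chromosome 4 of mm9 from 53325694 to 53326023, at 63.6 points and at 61.0 with thinned reads. The cause was not tested for values that moved, except where stated.

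Without 1 animal, genotype DMRs numbered 1594 to 1741 and DMCs 60255 to 64148, sex DMRs 298 to 349 and DMCs 13509 to 14920, dam-virgin DMRs 41 to 51 and DMCs 2283 to 2699, and sire-F1 male DMRs 0 to 0 in the Wald test (over all animals, 185633 CpGs at an unadjusted p below 0.05 and 33 windows by limma). All DMR counts lay at or below those over all animals, as each left fewer animals. Sex DMRs within B6 numbered 98 to 115 and within F1 130 to 163. Within C3 they were 127 (without C3 male replicate 1) to 186 (without C3 male replicate 3), against 202. Reciprocal cross DMRs were 6 to 9, against 10. They were 6 without B6C3F1 female replicate 2, C3B6F1 male replicate 1, C3B6F1 male replicate 2 or C3B6F1 female replicate 1, and 9 without B6C3F1 male replicate 1. Windows of limma were 7200 to 7313 for genotype, 1479 to 1629 for sex, 263 to 324 for dams against F1 females, 28 to 38 for sires against F1 males, 237 to 297 for the interaction of parity, 8 to 13 between the crosses and 33 to 44 for F1 against midparent. The F1 position at genotype DMRs was 0.571 to 0.580, that of F1 females 0.586 to 0.627 at M > F and 0.873 to 0.898 at F > M DMRs, and the difference of M > F DMRs in the strain that was left out 40.0 to 41.8 points. The mean SD was 13.8 to 14.1, 7.01 to 7.25, 6.04 to 6.10 and 5.37 to 5.43% from the shallowest to the deepest bin.

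Smoothing over 250 bp on either side gave 3134 genotype, 763 sex, 128 dam-virgin, 1 sire-F1 male and 6 reciprocal cross DMRs, and 205, 304 and 336 sex DMRs within B6, C3 and F1. The dam-virgin DMCs then were 1664, against 2807. A DMC threshold of 1e-4 gave 543 sex DMRs, 89 dam-virgin DMRs and 226 sex DMRs within B6. At least 10 reads in every animal left 5 reciprocal cross DMRs. With reads thinned to the shallowest animal, which keeps 59.0 to 100% of the reads of an animal, there were 230 sex, 26 dam-virgin and 3 reciprocal cross DMRs, and 57, 118 and 105 sex DMRs within B6, C3 and F1. Fewer reads widen the counting error of each CpG, so depth limits how many DMRs the Wald test calls. Thinned reads still gave 1264 genotype DMRs. With a DMC share of 50% or a minimum difference of 30 points, no count of DMRs moved by more than 1.5 times. No setting with dams of both strains changed the order in which genotype gave more DMRs than sex and sex more than dams against F1 females. With the C3 dams alone 282 DMRs were called against the F1 females and with the B6 dams alone 167, above the 202 sex DMRs within C3 and the 133 within B6. Dam-virgin DMRs overlapping an M > F DMR were 63 of 89 at a threshold of 1e-4. They were 14 of 282 (4.96%) and 10 of 167 (5.99%) with B6 dams in one comparison and C3 dams in the other, where each comparison had 3 dams, against 41 of 52 (78.8%). Of the 282 and 167, 184 and 121 were lower in dams, against 52 of 52. Dams of a single inbred strain set against hybrids bring in differences between the strains, so that this is no clean check of the shared dams. The overlap was 98 of 128 with smoothing in both, an alternative added after the data were seen.

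In limma, at least 100 reads per window, which leaves 1015496 windows, gave 3325 genotype, 983 sex, 183 dam-virgin, 19 sire-F1 male and 23 F1 midparent windows. A minimum difference of 10 points gave 34774, 8345, 1983 and 141 windows in the first 4 of these comparisons, 603 for the interaction of parity, 26 between the crosses and 715 for F1 against midparent. The pseudocount of 5 and the arcsine scale left every count within 1.5 times. With the replicate block, the windows were 7200, 1517, 288, 34, 269, 10 and 40 for genotype, sex, dams against F1 females, sires against F1 males, parity, crosses and midparent, against 7200, 1517, 288, 33, 270, 10 and 41. Pairing by replicate number was weak in the mean. Deviations from group means over 412931 windows had a mean correlation of 0.00659 in 84 pairs of the same number and -0.0033 in 168 others. The latter is no independent reference, since the deviations within a group sum to 0. Same-number pairs of an F1 male and female of a cross were all positive, from 0.0101 to 0.0745. Other same-number pairs went either way, so pairing is not excluded. The highest value, 0.0745, was that of C3B6F1 male 1 with C3B6F1 female 1, and the next was 0.0325.

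The F1 position at genotype DMRs was 0.575. It was 0.608 at the listed DMRs held from the paper and 0.567 as a median over DMRs, above the midparent under each. The position of F1 females at M > F DMRs was 0.674 as a median, against 0.615. The share of CpGs with an SD below 10% was 93.6% at 20 reads, 91.1% with 10 reads in all animals and 91.3% within groups, against 89.4%. The excess of CpGs in DMRs over all random regions was not found in the mean against random regions with at least 5 CpGs. The ratio of mean densities was then 0.980 for genotype DMRs, within the range of the draws, and 0.864 for sex DMRs, below all draws (the latter added after the data were seen), while the ratio of medians was 1.15 and 1.03. That random regions need not hold CpGs while a DMR holds at least 5 shows the cause. Counting transcripts of every type, also added, lowered the share of DMRs over 10 kb from a start site to 54.6% for genotype and 55.3% for sex.

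For the Wald test, 100 splits of the same animals into groups of the same sizes were counted, the real one included (all 10 for 3 animals against 3). As many genotype DMRs as in the real split came in 1 of 100, with 1851 against at most 426 otherwise, and as many DMCs in 1, with 68346 against 20302. As many sex DMRs came in 2 of 100 (356, and 426 in the other split) and as many DMCs in 2 (16058, and 20302). The other split set 5 B6 animals and 1 C3 animal against the rest and so nearly followed strain. Dam-virgin DMRs reached 52 in 1 split and 21 otherwise, and DMCs 2807 in 1 and 2705 otherwise. Between the crosses, as many DMRs came in 2 of 100 splits (10, and 10 in the other split, which set 5 males and 1 female apart and so nearly followed sex). Sex DMRs within F1 reached 169 in 1 split and 10 otherwise, and DMCs 7963 in 1 and 1566 otherwise. For sex and for DMRs between the crosses the share argues against chance, though another split gave as many or more. Chance can be excluded for the counts of genotype, of dams against F1 females and of sex within F1. It cannot be for the 139 DMCs between the crosses, as many as which came in 8 of 100 splits, with 1566 at most, nor for the 18 DMCs of sires against F1 males, with as many in 27 (up to 4666, in a split that set the B6 sires against the C3 sires). As the Wald test called 0 DMRs there, 100 of 100 splits had as many by construction (up to 40), which decides nothing. Within B6 and within C3, 10 splits cannot give a share below 0.1, so chance cannot be excluded by them alone. As many DMRs came in 1 of 10 in both (133 against at most 1 in B6, and 202 against 0 in C3), and as many DMCs in 1 of 10 (7526 against 16, and 9710 against 20). For the M > F DMRs as a set, other values argue against chance, since those called in B6 differed by 41.9 points in C3 and those called in C3 by 39.5 points in B6 (two-sided exact permutation test over both, p = 0.005). In limma, refitted with the groups of the comparison alone, as many windows came in 1 of 100 splits for genotype (7131, at most 1 otherwise), sex (1391, 1), dams against F1 females (245, 1), and the crosses (8, 5). For F1 against midparent it was 3 of 100 (1 window, at most 5 otherwise), and this refit called 1 window where the fit of 8 groups called 41. By these shares chance can be excluded for genotype, sex, dams against F1 females and the crosses. For the midparent, a count of 1 window that other splits exceed cannot exclude chance. Between sires and F1 males the refit called 0 windows in the real split and up to 2 in others, so that 100 of 100 splits had as many and nothing follows.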

Differences from the paper's values

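The tests in this part were set before the result was seen, apart from the overlap with smoothing in both comparisons and the second Meox1 interval under other settings, which were chosen after the values were seen. The paper's counts of DMRs given in this part are those of DSS. Metilene, the paper's other method, gave fewer DMRs than DSS in every comparison, and its counts were nearer to those here. They lay above the counts here for genotype, sires against dams, sex within F1 and dams against F1 females. Within B6 and within C3 they lay below.

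Between B6 and C3 the paper reports 6380 DMRs, 3166 B6 > C3 and 3214 C3 > B6. Here there were 1851, 835 and 1016. The nearest alternative was smoothing over 250 bp on either side, with 3134, 1528 and 1606. Between sires and dams the paper reports 1575 DMRs, 534 M > F and 1041 F > M, against 356, 122 and 234 here, and 763, 248 and 515 with smoothing. Within B6 the paper reports 1083 (415 and 668) and 133 (53 and 80) were called here. A DMC threshold of 1e-4 came nearest with 226 (89 and 137). Within C3 it reports 1539 (548 and 991), against 202 (57 and 145) here. Smoothing gave 304 with 230 F > M, and the threshold of 1e-4 gave the most M > F DMRs, 76. Between F1 males and F1 females it reports 720 (65 and 655), against 169 (21 and 148), and 336 (26 and 310) with smoothing. Between dams and F1 females it reports 305 DMRs, 10 higher in dams and 295 higher in virgin females. Here the Wald test called 52, of which 0 were higher in dams and 52 in virgin females. With smoothing there were 128, 1 and 127. At an unadjusted p below 0.05, 81619 CpGs were higher in dams by the Wald test, and limma called 11 windows higher in dams. The paper finds 196 dam-virgin DMRs that overlap M > F DMRs and 41 were found here, 38 with 50% of the length overlapped, 63 at a threshold of 1e-4, and 14 of 282 and 10 of 167 with the dams of the strains kept apart. With smoothing in both comparisons, chosen after the values were seen, it was 98.

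Of the alternatives set before the data were examined, 1 brought a count within 1.5 times the paper's count by DSS. With the C3 dams alone set against the F1 females, 282 DMRs were called, 184 of them lower in dams, against the paper's 305 and 295. With the B6 dams alone there were 167, 121 of them lower. No other alternative did so for any of these counts. The alternatives were the DMC threshold of 1e-4, the difference of 30 points, the DMC share of 50%, at least 10 reads in every animal, smoothing, thinned reads and each animal left out, and for the overlap the threshold, the length overlapped and the dams kept apart. The windows of limma are another unit than DMRs, since a DMR can span several. Their counts lay within 1.5 times the paper's DMR counts by DSS. They were 7200 (3571 and 3629) between B6 and C3, 1517 (520 and 997) between sires and dams, and 288 (11 and 277) between dams and F1 females.

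The paper states that the most variable CpGs lie in regions of higher CpG density than random CpGs. Here a window of 500 nt around a variable CpG held 7.15 CpGs and around a random CpG 8.14. Among CpGs with 20 to 80% methylation the order was that of the paper, with 7.08 CpGs at variable and 5.78 at other sites. Windows with at least 5 selected CpGs were 2.18% against 0.110%, also in the paper's direction. The paper shows a second DMR in Meox1 (Fig. 2a). Here the interval was not called by the Wald test under the setting used throughout. It was called when a DMR needed 50% of its CpGs to be DMCs, in 2 parts, the first from 101742995 to 101743156 on chromosome 11 of mm9. limma called the windows from 101742501 to 101743000, with a difference of 34.1 points and an adjusted p of 1.74e-11, and from 101743001 to 101743500, with 21.9 points and an adjusted p of 9.21e-10, each over 6 B6 against 6 C3 parents.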

Other observations

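Among the tests in this part, the division of the reciprocal cross DMRs into 3 parts, with the band of 40 to 60% methylation, was chosen after the result was seen, as were the limits by which each explanation was judged, the parents left out at DMRs with no SNV within 1 kb and the counts of other splits on chromosome X.

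At genotype DMRs the F1 animals lay nearer to B6 than to C3. A hypothesis is mapping bias towards the reference genome, which is that of B6, so that fewer reads of the C3 allele are counted. The share of B6 reads expected in F1 animals was computed from the depth of the parents. Across 1851 DMRs, which are not independent replicates, the F1 position and the position expected in this way had a Spearman's rho of 0.555 and a Pearson's r of 0.558. With the DMRs divided into 5 classes by expected position, from the lowest to the highest, the means expected were 0.464, 0.499, 0.527, 0.574 and 0.685 and the medians observed 0.499, 0.527, 0.547, 0.595 and 0.696. The position also rose with the number of SNVs within 1 kb, from 0.552 at 1 to 5 SNVs to 0.583 at 6 to 10 and 0.607 at 11 to 20. Spearman's rho was 0.232 across all DMRs, 0.129 in B6 > C3 and 0.312 in C3 > B6 DMRs. In C3 > B6 DMRs the position rose from 0.443 without an SNV to 0.632 at more than 20. B6 > C3 DMRs without an SNV were at 0.606, above 0.577 at 1 to 5 and 0.598 at 6 to 10 SNVs, which breaks the rise. The values by depth and the rise in C3 > B6 DMRs go with mapping bias as a source of part of the shift. The observed medians lay above the expected means in all 5 classes, so a remainder is not accounted for by depth. Whether alleles differ in methylation within F1 animals was not tested here.

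At the 241 genotype DMRs with no SNV within 1 kb, where the depths of the strains were alike, the F1 animals lay nearer to the more methylated parent in both directions. At those that were B6 > C3 their mean was 59.3% ± 1.24 (SD, n = 12), 4.52 points above the midparent, and at the 140 that were C3 > B6 it was 52.1% ± 0.763, 2.29 points above it. All 12 F1 animals lay above the midparent in each (two-sided exact sign-flip permutation test, p = 0.000488, the smallest possible). Selection of extreme parental values when DMRs are called was tested with each parent left out of the calling in turn. At the DMRs called in this way that have no SNV within 1 kb, 85 to 96 B6 > C3 and 121 to 135 C3 > B6, the parent left out differed from the others of its strain by -1.11 points in B6 and 1.70 in C3 at B6 > C3 DMRs and by 0.807 and -0.869 at C3 > B6 DMRs, in the mean of 6 animals. Together these shifts move the midparent by 0.295 and -0.0309 points, less than the F1 animals deviate from it, which argues against selection as the whole source. Methylation of the less methylated allele in F1 animals may differ from that in the parent, as a hypothesis, and counts without alleles cannot test this.

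The SD between replicate animals approached 5% at high depth. The SD that counting error of the reads gives was 95.8% of the observed SD at 31 to 40 reads. The values that counting error needs were there in all 4 bins of depth, so that most of this SD may come from sampling of reads. The remainder is small at most CpGs and was not assigned to a source.

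At M > F DMRs the F1 females did not share the low methylation of dams. Selection of chance differences in the parents would leave no difference in animals that were not used for calling. In these animals 81.3% of the difference between sires and dams was found (40.7 against 50.0 points), which argues against it as the whole source. For the comparison of dams with F1 females, a difference between inbred parents and hybrid offspring was tested at the 52 dam-virgin DMRs. Sires minus F1 males was -0.285 points there, and B6 dams (35.4% ± 1.81, SD, n = 3) and C3 dams (36.7% ± 3.54, n = 3) were alike. An effect of pregnancy or lactation stays open as the hypothesis that the design gives. F1 females also lay below sires at M > F DMRs as a set, and what lowers them was not tested.

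Of the 3 named B6 > C3 DMRs with the largest differences, 2 had methylation near 0% in C3 and lie in repeats, and the other had 9.83%. A hypothesis is that C3 carries TG or CA in place of CG inside dinucleotide repeats, which reads as unmethylated. Of the table's autosomal CpGs, 115830 (0.613%) lie in TG or CA repeats of at least 20 bp. Only 7 genotype DMRs lie in such repeats, 5 B6 > C3 and 2 C3 > B6, so that 71.4% of them are B6 > C3, against 45.0% of the others (two-sided Fisher's exact test, p = 0.255). Of 7 B6 > C3 DMRs with less than 2% methylation in C3, 2 lie in repeats, and of 17 C3 > B6 DMRs with less than 2% in B6, 0 do. With so few DMRs the base change and a true loss of methylation cannot be told apart.

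Of the 10 reciprocal cross DMRs, 6 follow the rule for named regions, and that in an exon of H13, the first of the pair in its intron, and those in 2010001K21Rik and in BC051142 were chosen after their values were seen. All 10 were divided into 3 parts. In 4 of them both parental strains lay between 40 and 60% methylation and the depth in C3 was 0.308 to 0.402 times that in B6. These are the DMRs near Zdbf2 and in Trappc9 and a pair in an intron of H13, on chromosome 2 of mm9 from 152512580 to 152512630 (73.9% in B6C3F1 and 34.1% in C3B6F1) and from 152512715 to 152512796 (70.7% ± 7.78 and 22.9% ± 4.74). If a single parental allele is methylated and fewer reads of the C3 allele are mapped, the crosses differ even where their alleles do not. The difference expected from parental depth was -45.2 points near Zdbf2, 48.4 in Trappc9 and 44.3 and 46.8 in H13. That observed was -45.0, 46.6, 39.8 and 47.9. Parental depth does not say which parent's allele is methylated, so only the sizes can be compared and not the signs. The largest gap was 4.50 points. Imprinted methylation counted with mapping bias is thus a candidate explanation for these 4 DMRs. With the band of 30 to 70% that was tried first, 1 more DMR entered and the largest gap was 49.8 points.

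At the DMRs in Cdh20 and BC051142 the same explanation is argued against, since the depth in C3 was 1.09 times that in B6 at the lower of them. In an exon of Cdh20, on chromosome 1 from 106890533 to 106890776, methylation was 8.36% in B6, 39.0% in C3, 11.0% in B6C3F1 and 43.6% in C3B6F1, so that each cross was near the strain of its dam. In an intron of BC051142, on chromosome 17 from 34535872 to 34535939, it was 3.19% in B6, 15.1% in C3, 2.39% in B6C3F1 and 31.6% in C3B6F1. An effect of the dam or of parental origin may be involved, as a hypothesis that was not tested. For the other 4 DMRs, in an exon of H13, on chromosome 7 from 67636990 to 67637076, in Kcnh6 and in 2010001K21Rik, the gap reached 49.8 points and the parents lay between 18.4 and 87.7%. Whether mapping contributes there cannot be told apart from a difference between the crosses, because the depth in C3 was as low as 0.0526 times that in B6.

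Chromosome X was analysed apart from the claims. Between sires and dams the Wald test called 1130 DMRs there, 60 M > F and 1070 F > M, and between F1 males and F1 females 612, 46 and 566. Between B6 and C3 there were 6. Between dams and F1 females it called 10 DMCs and 0 DMRs, with 12863 of 817065 CpGs at an unadjusted p below 0.05. Between the crosses it called 5 DMCs and 0 DMRs, with 8762 of 807220 CpGs at such a p, and between sires and F1 males 0 of each, with 9518 of 787866. For each comparison 100 splits of the same animals were counted, the real one included. As many DMRs as in the real split came in 1 for sires against dams (at most 17 otherwise). For F1 males against F1 females they came in 1 (at most 8). As many DMCs came in 1 and 1, so that chance can be excluded for these. For B6 against C3 as many DMRs came in 3 (up to 17, in a split that set 5 females and 1 male apart) and as many DMCs in 3. That share argues against chance, but other splits exceeded the real counts, so chance is not excluded there. As many DMCs between dams and F1 females came in 4 of 100 splits, with a median of 1 and up to 38 in the others. These were 10 of 817065 CpGs. In autosomal data simulated without a change between B6 and C3 parents, 8 of 511285 CpGs passed the same threshold. Chance therefore cannot be excluded for these 10 DMCs. Nor can chance be excluded for the DMCs between the crosses, with as many in 18. Where the real count was 0, all 100 splits had as many by construction, which decides nothing. Windows of limma were not made for chromosome X. Methylation over the CpGs of chromosome X was 77.9% ± 0.351 (SD, n = 6) in sires, 75.0% ± 0.272 in dams, 77.5% ± 0.449 in F1 males and 75.6% ± 0.289 in F1 females. Sires differed from dams and F1 males from F1 females (two-sided exact permutation tests, p = 0.00216 each, the smallest possible, n = 6), and dams from F1 females (exact permutation p = 0.00433). Sires and F1 males were not separated (exact permutation p = 0.149). Adjusted over these 4 exact permutation tests by Benjamini-Hochberg, the p-values were 0.00433, 0.00433, 0.00577 and 0.149.

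The paper's lists of autosomal DMRs for sex and for dams against F1 females were measured in the counts. The 1575 listed sex DMRs all had the listed direction, 1574 with at least 20 points, at a median of 25.2 points, and in 1409 the sexes did not overlap. The 305 listed dam-virgin DMRs all had the listed direction and at least 20 points, at a median of 24.1, and in 259 the groups did not overlap. Chance gives this in 0.216% of regions with 6 animals against 6. The lists come from these animals, so they are not independent evidence. They have 7 CpGs at the median. Of the 305 listed dam-virgin DMRs, 47 were overlapped by a DMR called here (48 of 52 calls), 76 at a DMC threshold of 1e-4 (78 of 89) and 119 with smoothing (119 of 128).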
